# Nigral transcriptomic profiles in Engrailed-1 hemizygous mouse models of Parkinson’s disease reveal upregulation of oxidative phosphorylation-related genes associated with delayed dopaminergic neurodegeneration

**DOI:** 10.3389/fnagi.2024.1337365

**Published:** 2024-02-05

**Authors:** Lautaro Francisco Belfiori, Alfredo Dueñas Rey, Dorottya Mária Ralbovszki, Itzia Jimenez-Ferrer, Filip Fredlund, Sagar Shivayogi Balikai, Dag Ahrén, Kajsa Atterling Brolin, Maria Swanberg

**Keywords:** Parkinson’s disease, substantia nigra, neurodegeneration, transcriptomics, genetic susceptibility, mitochondria

## Abstract

**Introduction:**

Parkinson’s disease (PD) is the second most common neurodegenerative disorder, increasing both in terms of prevalence and incidence. To date, only symptomatic treatment is available, highlighting the need to increase knowledge on disease etiology in order to develop new therapeutic strategies. Hemizygosity for the gene Engrailed-1 (*En1*), encoding a conserved transcription factor essential for the programming, survival, and maintenance of midbrain dopaminergic neurons, leads to progressive nigrostriatal degeneration, motor impairment and depressive-like behavior in SwissOF1 (OF1*-En1*^+/−^). The neurodegenerative phenotype is, however, absent in C57Bl/6j (C57*-En1*^+/−^) mice. *En1*^+/−^ mice are thus highly relevant tools to identify genetic factors underlying PD susceptibility.

**Methods:**

Transcriptome profiles were defined by RNAseq in microdissected substantia nigra from 1-week old OF1, OF1- *En1*^+/−^, C57 and C57- *En1*^+/−^ male mice. Differentially expressed genes (DEGs) were analyzed for functional enrichment. Neurodegeneration was assessed in 4- and 16-week old mice by histology.

**Results:**

Nigrostriatal neurodegeneration was manifested in OF1- *En1*^+/−^ mice by increased dopaminergic striatal axonal swellings from 4 to 16 weeks and decreased number of dopaminergic neurons in the SNpc at 16 weeks compared to OF1. In contrast, C57- *En1*^+/−^ mice had no significant increase in axonal swellings or cell loss in SNpc at 16 weeks. Transcriptomic analyses identified 198 DEGs between OF1- *En1*^+/−^ and OF1 mice but only 52 DEGs between C57- *En1*^+/−^ and C57 mice. Enrichment analysis of DEGs revealed that the neuroprotective phenotype of C57- *En1*^+/−^ mice was associated with a higher expression of oxidative phosphorylation-related genes compared to both C57 and OF1- *En1*^+/−^ mice.

**Discussion:**

Our results suggest that increased expression of genes encoding mitochondrial proteins before the onset of neurodegeneration is associated with increased resistance to PD-like nigrostriatal neurodegeneration. This highlights the importance of genetic background in PD models, how different strains can be used to model clinical and sub-clinical pathologies and provides insights to gene expression mechanisms associated with PD susceptibility and progression.

## 1 Introduction

Parkinson’s disease (PD) represents the fastest-growing neurodegenerative disease (Dorsey et al., 2018). PD is characterized by the loss of dopaminergic neurons in the substantia nigra pars compacta (SNpc), neuroinflammation and intracellular aggregates of α-Synuclein (α-Syn) in the form of Lewy bodies and neurites. The symptoms are progressive and include rigidity, bradykinesia and tremor, and non-motor symptoms such as anosmia, constipation, depression and sleep disorders. Current treatment options temporarily alleviate motor symptoms but do not target the underlying pathology (Poewe et al., 2017; Bloem et al., 2021).

A combination of genetic and pathophysiological evidence suggests mitochondrial malfunction (Błaszczyk, 2018), neuroinflammation (Grotemeyer et al., 2022), impairment of lipid metabolism (Galper et al., 2022), autophagy and dysfunctional unfolded protein response (Da Costa et al., 2020) to be part of PD etiology. The genetic component of PD has been extensively studied in familial cases with disease-causing mutations in, e.g., *SNCA*, *LRRK2*, and *PINK1*, and in case–control cohorts by genome-wide association (GWA) studies. *GBA1* is the most frequent genetic risk factor for PD due to variations conferring increased risk and mutations with a range from mild to severe effects (Parlar et al., 2023). *GBA1* encodes the lysosomal enzyme β-glucocerebrosidase (GCase) and homozygous mutation carriers develop the lysosomal storage disorder Gaucher disease. The functional link between GCase and PD can be attributed to impaired lysosomal function and endoplasmic reticulum stress leading to enhanced pathological modifications and reduced clearance of α-Syn, to impaired mitochondrial function impacting energy metabolism, and to activation of microglia contributing to neuroinflammation (Flores-Leon and Outeiro, 2023). There are thus clear links between genetics and neuropathological processes in PD, strongly supporting genetics as a tool to understand PD etiology. The so far largest PD GWA meta-analysis identified 90 risk loci that account for 16–36% of the heritable PD risk (Nalls et al., 2014, 2019). There is thus an important, yet unknown, genetic component that influences the incidence and progression of PD (Liu et al., 2021; Tan et al., 2021). To provide a biological context to interpret the results generated by genetic studies, large-scale gene expression (transcriptomic) approaches have been used in both murine models and human postmortem tissue (Hook et al., 2018; Dick et al., 2020; Monzón-Sandoval et al., 2020; Zaccaria et al., 2022). These studies have provided insight into gene expression changes in the SNpc associated with PD in an established and often advanced neurodegenerative context. We, however, lack biological insight into the processes underlying susceptibility to dopaminergic neurodegeneration and determining if, how and when PD will manifest.

Genetic animal models of PD have proven very useful in recapitulating key features of the disease (Konnova and Swanberg, 2018). One of them is the *Engrailed-1* hemizygous (*En1*^+/−^) mouse model, where one copy of *En1* is disrupted by a *LacZ* insertion (Saueressig et al., 1999). The EN1 protein is a highly conserved homeodomain transcription factor essential for the development and survival of the mesodiencephalic dopaminergic neurons, along with Engrailed-2 (EN2) and Pituitary homeobox 3 (PITX3) (Veenvliet et al., 2013). EN1 also has a role in the maintenance and sustainment of energy metabolism of dopaminergic neurons in adulthood (Rekaik et al., 2015a). Furthermore, SwissOF1- (OF1-) *En1*^+/−^ mice exhibit a spontaneous and thoroughly characterized PD-like neuropathology which recapitulates PD in terms of mitochondrial deficits, axonal degeneration, α-Syn-positive aggregates, diminished dopamine release in the dorsal striatum along with progressive loss of dopaminergic neurons in the SNpc and a more subtle neurodegenerative phenotype in the ventral tegmental area (VTA), (Sonnier et al., 2007; Alvarez-Fischer et al., 2011; Fuchs et al., 2012; Nordström et al., 2015; Rekaik et al., 2015b; Chatterjee et al., 2019).

We and others have previously shown that the consequences of *En1* hemizygosity in mice depend on genetic factors (Sgadò et al., 2006; Murcia et al., 2007; Sonnier et al., 2007; Kurowska et al., 2016). While OF1-*En1*^+/−^ mice display the spontaneous neurodegenerative phenotype, *En1*^+/−^ C57Bl/6j (C57-*En1*^+/−^) mice require an additional deletion of *En2* to develop a neurodegenerative phenotype (Sgadò et al., 2006). Since EN2 protein has been shown to protect midbrain dopaminergic neurons from complex I insults and oxidative stress (Alvarez-Fischer et al., 2011; Rekaik et al., 2015b) and can compensate *En1* loss (Hanks et al., 1995; Simon et al., 2001), a hypothesis is that this compensatory effect is more pronounced in C57-*En1*^+/−^ than in OF1-*En1*^+/−^ mice. However, our previous genetic mapping of the susceptibility to dopaminergic neurodegeneration in F2 mice from an OF1-*En1*^+/−^ and C57 intercross showed that the loci linked to dopaminergic neurodegeneration are located outside the *En1* and *En2* loci. We found that the protective effect of the C57 background genome is complex, and maps to 23 partly overlapping and interacting quantitative trait loci (QTL) linked to dopaminergic cell loss in SNpc and axonal pathology (Kurowska et al., 2016).

Here, we aimed to identify processes and pathways associated with susceptibility and resistance to PD-like pathology in *En1*^+/−^ mice with different genetic backgrounds. To achieve this, we analyzed transcriptomic profiles of SNpc neurons from OF1-*En1*^+/−^, C57-*En1*^+/−^ and their respective wild-type (WT) strains at 1 week of age, prior to neurodegeneration. Our results provide evidence that increased expression of genes encoding mitochondrial proteins regulating oxidative phosphorylation protects C57-*En1*^+/−^ mice from dopaminergic neurodegeneration, further supporting energy metabolism as an important player and therapeutic target in PD.

## 2 Materials and methods

### 2.1 Animal husbandry, breeding scheme, and experimental setup

All the experiments were approved by the local ethics committee Malmö/Lund region and specified in permit 4992/2022. Male mice were housed under a 12-h Light: Dark cycle with free access to food and water. Wild-type (WT) Females for the Oncins France 1 (OF1) and C57Bl/6 J (C57) strains were obtained from Charles River Laboratories, France, and mated with *En1*^+/−^ males (C57-*En1*^+/−^ and OF1-*En1*^+/−^). OF1-*En1*^+/−^ were generated as described earlier (Sonnier et al., 2007). C57-*En1*^+/−^ mice were generated by repeated backcrossing (>10 generations) of OF1-*En1*^+/−^ to the C57 background (Van Andel Institute, MI, United States). Mice were sacrificed at 4 different ages: 1, 4, and 16 weeks. Seven mice per genotype and strain were used for histological analysis. As for RNA-Seq, 6 mice from each strain were used, of which 3 were WT and 3 *En1*^+/−^. Exclusively male mice were used in this study. Four groups of male mice were studied to assess both *En1*^+/−^ and genetic background effects (Figure 1A).

**Figure 1:**
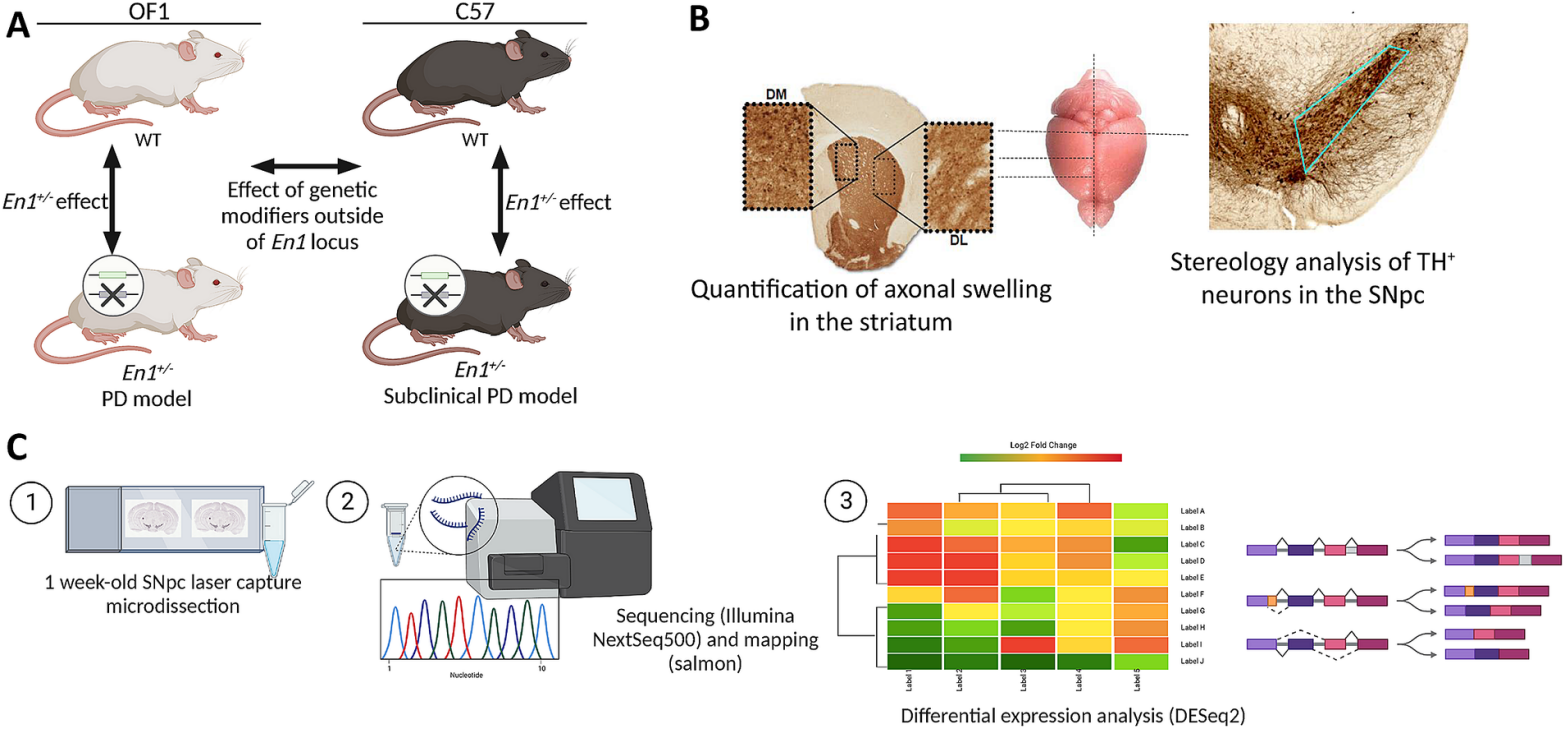
Analysis of genetic background effects on neurodegeneration in the *Engrailed 1* hemizygous (*En1^+/−^*) mouse model for Parkinson’s disease (PD). **(A)** Study design and experimental setup (*n* = 3). **(B)** Sections used for histological analyses of PD-like neuropathology in *En1^+/−^* mice. **(C)** Methodology for bulk RNA-Seq analysis of laser capture microdissected substantia nigra pars compacta (SNpc) from 1 week-old mice. OF1: SwissOF1; C57, C57Bl/6J; TH, tyrosine hydroxylase.

### 2.2 Ethics approval

All the experiments were approved by the local ethics committee Malmö/Lund region and specified by permit 4992/2022.

### 2.3 DNA isolation and genotyping

Ear or tail punches were used as the source of genetic material. KAPA® HotStart mouse genotyping kit (KK7351, Roche, CH) was used to extract genomic DNA and perform the PCR reaction following the manufacturer’s instructions. *En1* hemizygosity was determined using primers specific for *lacZ*, inserted in the *En1* locus, producing a null allele (Supplementary Table S1). Amplification conditions were set up as follows: 95°C for 3 min, 32 cycles of 95°C for 30s, 58°C for 30s, 72°C for 30s, followed by a final extension at 72°C for 7 min. To identify the sex of 1-week mice, PCR (94°C for 2 min, 32 cycles of 95°C for 30s, 55°C for 30s, 72°C for 30s, followed by a final extension at 72°C for 7 min) with Y-chromosome specific primers were used (Supplementary Table S1). PCR- products were analyzed on 2% agarose gel with SYBR™ Safe DNA Gel Stain (X10000, #S33102, Thermo Scientific™).

### 2.4 Gene expression analysis with RT-qPCR

RNA from 1 week-old mice ventral midbrain was extracted using TriZol reagent (Invitrogen) according to manufacturer’s instructions. cDNA was generated from 2.5 μg of RNA using the SuperScript III system (Invitrogen) following the manufacturer instructions. A qPCR reaction mix was prepared (5 μL SSoAdvance Universal SYBR®Green Supermix (Biorad) 0,5 μL primer Forward, 0,5 μL primer Reverse and 4 μL cDNA), followed by. PCR (95°C 40s, 45 cycles of 95°C 15 s, 60°C 30s) and a melt curve between 65 and 95°C with an increment of 0.5°C for 5 s (CFX96, BioRad).

Primers were designed using Primer-BLAST (NCBI) aiming to get 60°C melting temperature and product length of 100–200 bp. Primers used were *En1* (forward 5′-GTG GTC AAG ACT GAC TCA CGC-3′, reverse 5’-GCT TGT CTT CCT TCT CGT TCT T-3′), *R18s* (forward 5’-GCA CAG TGT TTG TAG AGC CTG-3′, reverse 5’-GCC CTG GAA CTT ATT GAT CGG G-3′) and *HPRT* (forward 5’-AGC AGG TGT TCT AGT CCT GTG G-3′, reverse 5’-ACG CAG CAA CTG ACA TTT CTA A-3′).

### 2.5 Immunohistochemistry, axonal swelling quantification, and stereology

Histological evaluation was performed for 4- and 16-week-old mice, since axonal pathology is evident at 4 weeks, neurodegeneration in SNpc starts at 6 weeks and is established at 16 weeks (Sonnier et al., 2007; Nordström et al., 2015; Rekaik et al., 2015a). Mice were euthanized by intraperitoneal injection of 0.2 mL of sodium pentobarbital (60 mg/mL), perfused with ice-cold saline (0.9% NaCl) for 5 min, and fixated by perfusion with 4% paraformaldehyde (PFA, pH7.4) for 5 min. Brains were then removed and postfixed in 4% PFA overnight (O.N.). Once fixated, brains were transferred into a 30% sucrose, with 0.01% sodium azide solution in phosphate buffer (PBS) until fully embedded.

For immunohistochemistry (IHC) brains were sectioned coronally on a freezing sled microtome (Leica SM2010R). Six series of consecutive coronal 40 μm thick sections were collected for both striatum and SNpc (Figure 1B). Sections were stored at 4°C on Walter’s antifreeze (30% (v/v) ethylene glycol, 30% (v/v) glycerol,0.01% (v/v) sodium azide, and 0.5 M phosphate buffer) until tyrosine hydroxylase (TH) staining. Free-floating sections were washed 3 times with PBS and quenched for 30 min with 3%H_2_O_2_/10% MeOH in PBS. After washing again with PBS, sections were permeabilized by incubating for 10 min in 0.3% Triton X-100 in PBS (PBS-T) and blocked with 5% normal goat serum for 2 h. Next, sections were stained O.N., at 4°C, with TH primary antibody (1:4000, AB152, Millipore). The next day, sections were washed with PBS-T and incubated with a biotinylated secondary antibody (1:200, BA9200, Vector Laboratories, United Kingdom) for 1 h at room temperature. This was followed by washes with PBS-T and PBS, and a 30 min incubation with Avidin-Biotin complex reagent (ABC Elite, Vector Laboratories, United Kingdom). Finally, immunostaining was revealed by incubation with diaminobenzidine (DAB) as the chromogen. Mounted sections were then dehydrated on increasing concentrations of ethanol, cleared with xylene, and slipcovered using DPX mounting media.

Axonal swelling quantification was done following previous analysis done in the same animal model (Nordström et al., 2015). Three consecutive sections from each animal were used. Pictures were taken at ×20 magnification using an Olympus BX53 microscope (Olympus, Japan). Two pictures per section were taken representing the dorsal part of the caudate putamen. Analysis was done using ImageJ (1.52a, Java 1.8.0_112 64-bits, NIH, United States). Axonal swelling was counted and classified according to their size: small (0.1–1.5 μm), medium (1.51–2.99 μm), and large (>3 μm). Averages were determined based on the total pictures for each animal.

Stereology analysis was done following the optical fractionator principle (West and Gundersen, 1990) to estimate the total number of TH^+^ dopaminergic neurons in the SNpc. Analysis was done on every third section of the midbrain of each animal, resulting in 8–10 sections per animal. For imaging and quantification, a Leica MPS52 microscope and the Stereo Investigator® software (MBF Bioscience) were used. The parameters include a 5X/0.11 lens for delimiting the region of interest (ROI), 100X/1.3 lens for counting, a counting frame size of 55 × 55 μm, a sampling area of 130 × 130 μm, a section thickness of 30.1 ± 0.9 μm and a Gundersen coefficient error of ≤0.07.

### 2.6 Laser capture microdissection, RNA extraction from nigral tissue, RNA sequencing, and read counting

Transcriptional analyses were performed on SNpc from 1-week old mice to reflect gene expression prior to neurodegeneration. The time point was selected since the neurodegenerative process precedes quantifiable cell loss in SNpc in OF1-*En1*^+/−^ mice; nigrostriatal axonal pathology appears and progressively increases already from postnatal day 8 and TH and dopamine is significantly reduced in the striatum at 4 weeks (Nordström et al., 2015). One-week-old mice were sacrificed by decapitation; brain dissections were performed on ice in under 2 min to preserve RNA integrity. Once removed from the skulls, the brains were embedded in Optimal Cutting Temperature Compound (Tissue-Tek® O.C.T. Compound, Sakura® Finetek), snap-frozen in liquid nitrogen, and stored at −80°C until used.

Before the microdissection, Polyethylene naphtholate (PEN)-membrane slides (1 mm, 0.17 mm; 415190-9041-000, Carl Zeiss Microimaging, Inc.) and staining jars were heated at 180°C for 4 h followed by UV light irradiation to completely inactivate RNases and destroy contaminating nucleic acids. Frozen tissue blocks were transferred to a cryostat (CM3050 S, Leica Microsystems) that was pre-set to −17°C and allowed to equilibrate for at least 1 h before sectioning. A total of six 14 μm-thick sections containing early substantia nigra (approximately equivalent to Bregma −2.92 to −3.16 in adult mice) were collected from each experimental animal, accommodating three per slide. Slides were stored at −80°C until staining and Laser Capture Capture Microdissection (LCM), which were performed on the same day. A short staining procedure was conducted, and ice-cold solutions were used to preserve the RNA integrity. Briefly, sections were fixed in 70% EtOH for 2 min, followed by staining with 1% w/v cresyl violet acetate prepared in 50% EtOH. After the removal of excess stain, the slides were dipped in 70 and 100% EtOH and air-dried before capturing the target region using the PALM Robot Microbeam Laser Microdissection System (Zeiss) at the Division of Oncology and Pathology (Department of Clinical Sciences, Lund University).

AdhesiveCap clear tubes (415190-9211-000, Zeiss) were used for collecting the nigral tissue from each animal separately: approximately 0.3 mm^2^ of tissue was harvested from each animal and catapulted onto the adhesive cap. Immediately after LCM, tissue lysis was performed using 200 μL RLT buffer with β-mercaptoethanol from the RNeasy Micro kit (#74004, QIAGEN,) in a ventilated hood for 30 min followed by centrifugation at 9000rcf for 5 min. Total RNA purification was performed following the RNeasy Micro kit. The quality of the RNA was assessed on an Agilent 2,100 Bioanalyzer RNA following the manufacturer’s instructions (G2946-90005, Agilent Technologies, Inc.). Samples were then stored at −80°C until cDNA library preparation and sequencing.

Library construction and sequencing were performed at the MultiPark Next Generation Sequencing facility (Department of Experimental Medical Science, Lund University). Due to the low initial RNA concentrations, the SMART-Seq^®^ v4 Ultra^®^ Low Input RNA Kit (Takara Bio, Inc.) was used for cDNA library preparation; the output was then processed with the Nextera® XT DNA Library Preparation Kit (Illumina, Inc.) for paired-end (2 × 75 bp) sequencing on an Illumina NextSeq500 instrument. Multiplex libraries were sequenced at an average depth of 20 million reads per sample.

After demultiplexing, the quality of the Illumina reads stored in FASTQfiles was assessed by means of FastQC (v0.11.4). Transcript quantification was performed using Salmon (v0.8.2) and the transcriptome-based quasi-mapping model (Patro et al., 2017). The following flags were used for quasi-mapping: *--gcBias* and *--validateMappings*. A Bash script was used to run Salmon on all samples in serial. The transcript index was derived from the GENCODE mouse release M28 (GRCm39) containing nucleotide sequences of all transcripts on the reference chromosomes.

After transcript quantification, the data were imported into the R statistical computing environment (v4.1.2) and summarized using tximport (v1.22) (Figure 1C).

### 2.7 Identification of differentially expressed genes

Differential gene expression analysis between (i.e., OF1 vs. C57) and within (i.e., En1^+/−^ vs. WT) strains was done using DESeq2 (v1.32) following the authors’ suggested workflow (Love et al., 2014). Transcripts that did not reach a threshold of 10 normalized read counts after averaging across biological replicates were eliminated and considered as not expressed to reduce noise and increase power. The model for differential gene expression was parameterized to evaluate strain and genotype effect, and its interactions (~Genoype + Strain + Genotype:Strain). Contrasts for each of the 4 comparisons (Figure 1A) were analyzed. Differential expression was considered significant at a Benjamini-Hochberg-adjusted *p* < 0.05.

### 2.8 Functional enrichment analysis of DEGs

The clusterProfiler (v4.0.5) package (Yu et al., 2012) was used to explore overrepresented biological pathways using the Gene Ontology (GO), Kyoto Encyclopaedia of Genes and Genomes (KEGG) and Wikipathways. GO categories with a Benjamini-Hochberg-corrected *p* ≤ 0.05 are reported. Reactome pathway-based analysis was done using the ReactomePA package (Yu and He, 2016). The database was accessed in January 2023 and *p*adj < 0.05 was used for significance threshold.

### 2.9 Experimental design and statistical analyses

Statistical tests for the striatal axonal swelling quantification and stereological counts of TH^+^ cells in SNpc of 4- and 16-week-old mice were performed using GraphPad Prism Software (version 7, GraphPad, La Jolla, CA). The Shapiro–Wilk test was performed in R (v4.1.2) to test for normality. Differences between groups were analyzed using two-way ANOVA with Tukey’s multiple comparisons test; statistical significance was set at *p* < 0.05 and values are expressed as mean ± standard deviation (SD) for the histological analyses.

Pearson’s correlation coefficient (*r*) was used to assess the linear relationship between striatal load of axonal swellings and the number of TH^+^ neurons in the SNpc. The significance level was set at *p* < 0.05, *r* and *r*^2^ are reported. To further explore the relationship, linear regression analyses were conducted. The slope of the regression line, representing the change in load of axonal swellings per additional TH^+^ neuron, was calculated to quantify the strength of the association. The significance of the regression coefficients was assessed to determine whether the relationship remained statistically significant.

### 2.10 Data availability

The datasets generated for this study can be found in the GEO repository under the accession number GSE236461. Further data can be made available upon request. All further data supporting the conclusions of this article are included within the article and in additional files provided.

## 3 Results

### 3.1 Both OF1-*En1*^+/−^ and C57-*En1*^+/−^ mice display early nigrostriatal pathology

Previous work has shown signs of nigrostriatal degeneration in OF1-*En1*^+/−^ mice in the form of spheroidal dystrophic terminals (axonal swellings) in 4 and 16 weeks-old mice, with no significant differences in 8 days-old pups (Sgadò et al., 2006; Sonnier et al., 2007; Nordström et al., 2015). We found similar levels of striatal axonal swellings per number of TH+ neurons in SNpc at 4 weeks in OF1-*En1*^+/−^ and C57-*En1*^+/−^ mice (0.047 ± 0.019 vs. 0,042 ± 0.010; n = 7) (Figures 2A,B). While axonal swellings had significantly increased at 16 weeks compared to 4 weeks in OF1-*En1*^+/−^ mice (0.084 ± 0.015 vs. 0.047 ± 0.019, p = 0.0003), they did not increase in C57-*En1*^+/−^ mice (0.061 ± 0.012 vs. 0.042 ± 0.010, p = 0.09). Furthermore, OF1-*En1*^+/−^ had significantly more axonal swellings compared to C57-*En1*^+/−^ mice at 16 weeks (0.084 ± 0.015 vs. 0.061 ± 0.012, *p* = 0.02). Two-way ANOVA indicated effects of age (*F* (1, 24) = 27.2, *p* < 0.0001) and strain (*F* (1, 24) = 7.28, *p* = 0.01), but no interaction between the two factors.

**Figure 2:**
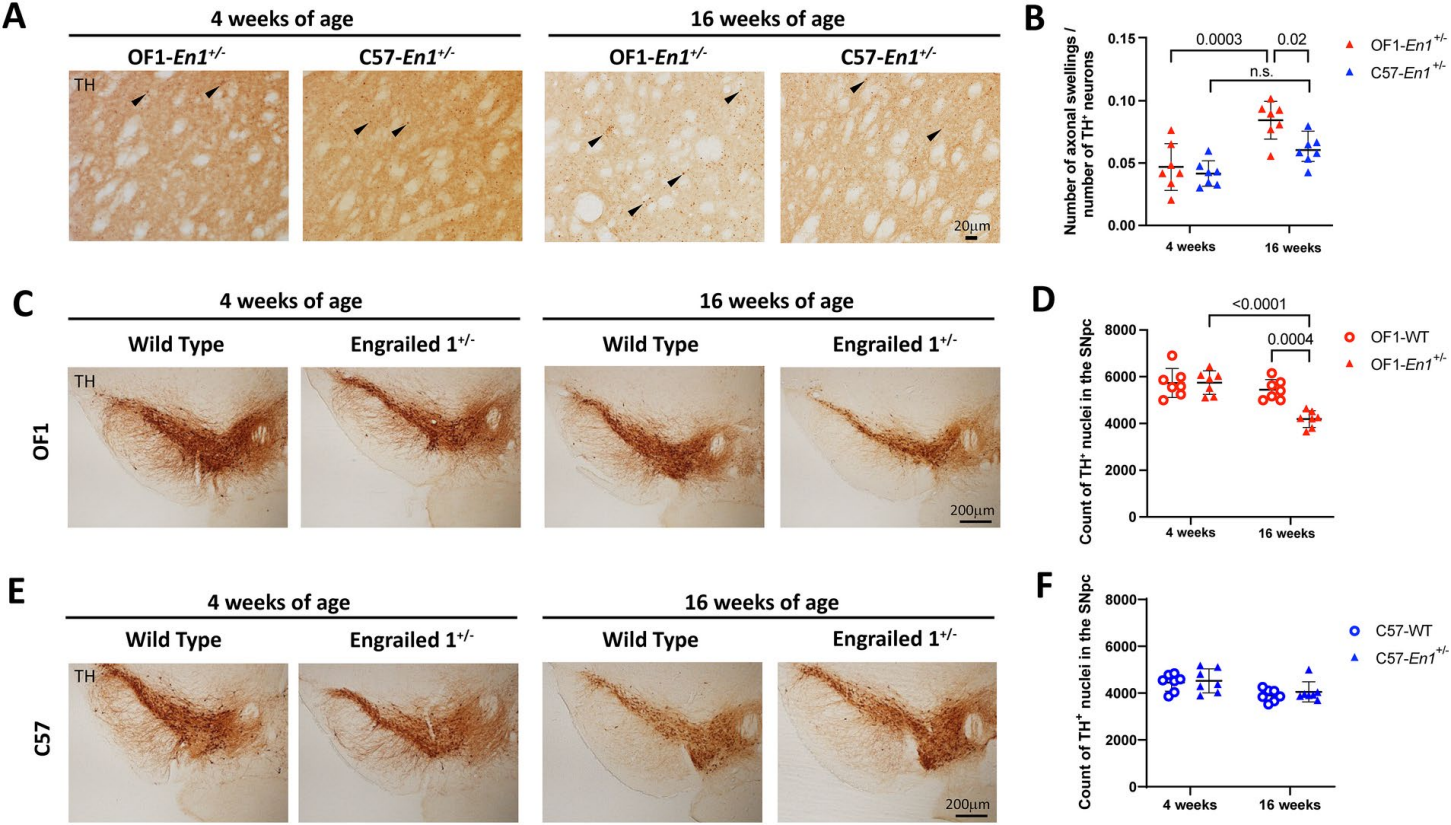
Engrailed 1 hemizygosity (*En1^+/−^*) induces progressive nigrostriatal dopaminergic neurodegeneration in OF1 but not C57 mice. **(A)** Representative images of axonal swellings in the striatum of OF1-*En1^+/−^* and C57-*En1^+/−^* mice at 4 and 16 weeks-of-age. **(B)** In OF1-*En1^+/−^*mice, there is a significant increase in the number of swellings per remaining dopaminergic neuron in the substantia nigra pars compacta (SNpc) between 4 and 16 weeks, while axonal swellings do not increase in C57-*En1^+/−^* mice. Data presented as mean ± SD (Two-way ANOVA with Tukey’s multiple comparison test, *n* = 7). **(C)** Representative images of SNpc from OF1 wild type (WT) and OF1-*En1^+/−^* mice at 4 and 16 weeks-of-age. **(D)** The number of dopaminergic neurons in the SNpc is significantly lower in 16 week-old OF1-*En1^+/−^* mice compared to both 16 week-old OF1 WT and 4 week-old OF1-*En1^+/−^* mice. **(E)** Representative images of SNpc from C57 WT and C57-*En1^+/−^* mice at 4 and 16 weeks-of-age. **(F)** C57-*En1^+/−^* mice did not display significant loss of dopaminergic neurons in the SNpc at 16 weeks. TH, tyrosine hydroxylase; OF1, SwissOF1; C57, C57Bl/6J.

Early nigrostriatal pathology is thus manifested in both strains, but while the axonal pathology increases over time in OF1-*En1*^+/−^ mice, it does not progress in C57-*En1*^+/−^ mice. This suggests that genetically determined compensatory mechanisms can counteract a progressive PD-like phenotype.

### 3.2 C57 genetic background protects against dopaminergic neuron loss induced by *En1* hemizygosity

We have previously reported that the loss of dopaminergic neurons due to *En1* hemizygosity is genetically determined by multiple QTLs (Kurowska et al., 2016). Stereological counts of TH+ neurons in the SNpc showed no significant difference at 4 weeks (mean number OF1-En1^+/−^ 4w 5,746 ± 463.5 vs. OF1 WT 4w 5,732 ± 572.1, *p* = 1.0) but 23% fewer dopaminergic neurons at 16 weeks in OF1-*En1*^+/−^ compared to OF1 WT mice (mean number 4187 ± 355.8 vs. 5,442 ± 432.9, *p* = 0.0004) (Figures 2C,D). Two-way ANOVA showed significant effects of age (*F* (1, 24) = 25.23, *p* < 0.0001), *En1*^+/−^ genotype (*F* (1, 24) = 11.36, *p* = 0.0004) and interaction between the two (*F* (1, 24) = 11.89, *p* = 0.0021) on nigral dopaminergic cell counts in OF1 mice. In contrast, C57-*En1*^+/−^ mice showed no loss of dopaminergic neurons in the SNpc when compared to C57 WT at 4 weeks (4,525 ± 514.4 vs. 4,451 ± 369.0, *p* = 1.0) or 16 weeks (4,053 ± 428.5 vs. 3,902 ± 263.9, *p* = 0.9) (Figures 2E,F). Two-way ANOVA detected a significant effect of age (*F* (1,24) = 11.13, *p* = 0.0028), but not for *En1*^+/−^ genotype or any interaction between the two for C57 mice.

We have previously shown a strong negative correlation between TH+ cell counts in SNpc and the load of axonal swellings in the striatum (axonal swellings relative to TH+ cell count) in an intercross between OF1-*En1*^+/−^ and C57 mice (Kurowska et al., 2016). We confirm a negative correlation at 16 weeks for OF1-*En1*^+/−^ (*r*^2^ = 0.44, *p* = 0.005; Supplementary Figure S1A). The correlation is, however, absent in C57-*En1*^+/−^ (*r*^2^ = 0.20, *p* = 0,051; Supplementary Figure S1B). Further, regression analyses defined the slope as significantly non-zero for OF1-En1^+/−^ (*p* = 0.0097) but not for C57-En1^+/−^ (*p* = 0.10).

Histology thus confirms progressive dopaminergic neurodegeneration in OF1-*En1*^+/−^ mice and that the genetic background in C57-*En1*^+/−^ mice confers resistance to this PD-like phenotype. Of note, the estimated number of dopaminergic neurons in the SNpc was lower in C57-WT mice compared to OF1-WT at both 4 and 16 weeks, consistent with our previous findings (Kurowska et al., 2016).

### 3.3 Transcriptomic analysis of laser-captured micro-dissected SNpc

To assess factors driving or counteracting the neurodegenerative process in its early stages, we performed RNA-sequencing of laser-captured micro-dissected (LCM) SNpc from 1 week-old OF1-WT, OF1-*En1*^+/−^, C57 WT and C57-*En1*^+/−^ mice (*n* = 3 per group). 

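RNA from the microdissected SNpc of 12 mice was sequenced, 3 in each of 4 groups, and each library came from a separate mouse. *En1*, the homeobox gene disrupted by a LacZ insertion in the hemizygous mice, lies on chromosome 1 of GRCm39 from 120530108 to 120535721 (ENSMUSG00000058665). Its normalized count was 9.44, 15.2 and 1.11 in OF1 WT mice SW31, SW7 and SWG. In OF1-*En1*+/- mice it was 691 in SW22 and 0 in SW21 and SWB. In C57 WT mice it was 1071 in C572S, 11.7 in C5743 and 0.871 in C5710. In C57-*En1*+/- mice it was 9.41 in C572 and 0 in C5713 and C575. *En1* therefore did not follow the genotype labels and gives no check of them. The quantitative PCR of the paper also gave a low and varying expression of *En1* (Supplementary Figure S2D), and LacZ was not analysed here. *Xist*, the transcript of the inactive X chromosome, had a normalized count of 1330.5 in C57-*En1*+/- mouse C572 and at most 34.9 in the other 11 mice. The Y-linked genes *Ddx3y* and *Eif2s3y* were at 0 in the same mouse, and *Ddx3y* was between 749 and 2506 in the others. The paper and the sample labels give every mouse as male. The sex or the label of C572 is therefore in doubt. The library was kept, so sex is not balanced between the C57 groups if it is female. Libraries were made with the SMART-Seq and Nextera XT kits, which do not record strand, so reads of genes that overlap on opposite strands cannot be told apart. The authors quantified transcripts of GRCm39 with Salmon and deposited estimated read counts per transcript. The estimated reads per library were 13538864 to 30927714 (median 27419340) in OF1 WT, 13570749 to 28294254 (median 17779063) in OF1-*En1*+/-, 61433970 to 168741283 (median 66354437) in C57 WT and 20030280 to 37754338 (median 32534239) in C57-*En1*+/- mice. The paper gives an average of 20000000 reads per sample, and the values here use all estimated reads in the files, 43198211 per library on average. Counts were summed to genes, rounded to whole numbers and scaled by TMM, and the 18017 genes with a mean normalized count of at least 10 over the 12 libraries were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lists of genes for mitochondrial complexes, axon guidance, immunity and the cell types that the microdissected area could hold were fixed before the data were examined and tested with camera, which compares a list with all other genes at a preset correlation of 0.01 between genes. Each camera p was adjusted over all lists of its comparison. Where all 3 libraries of a group were at 0, a fold is given as a lower bound against a floor of 3 counts over the group, which covers counting error only. Libraries of the same group differed by more than the sampling noise in every pair.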

We obtained high-quality RNA (RIN > 8.0). All samples showed high Phred quality scores (>30) after sequencing, as assessed by FastQC (v0.11.8) software with most of the reads being 75 bp long.

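The 6 OF1 and the 6 C57 libraries lay on opposite sides of the first principal component of the 500 most variable genes, which took 37.7% of their variance. OF1 libraries were between −46.37 and −36.54 on it and C57 libraries between 39.78 and 45.10 (exact two-sided permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). Transcripts of pseudogenes took 1.0 to 1.3% of the reads in OF1 and 0.451 to 0.890% in C57 mice. The next component took 14.2% of the variance and did not part the strains. The third component (10.3%) set OF1-*En1*+/- mouse SW22 (41.77) and C57 WT mouse C572S (40.79), the libraries with abundant transcripts of dopaminergic neurons, apart from the other 10 (−30.91 to 6.43). Over all tested genes, strain took 19.3% of the variance (exact two-sided permutation test, p = 0.00216), genotype 9.88% (exact permutation within strains, p = 0.110) and their interaction 8.05%. Among protein-coding genes alone, the first component took 19.6% and no longer parted the strains (exact permutation test, p = 0.0779), while strain took 12.9% of the variance (p = 0.0238 by the same exact test).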

Principal components analysis (PCA) showed that the main effect on transcriptome profiles in the dataset was due to genetic background (Supplementary Figure S2A). Some of the DEGs appeared in more than one comparison (intra-strain or between-strain; Supplementary Figure S2B).

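*Pax6*, a transcription factor of neural progenitors (ENSMUSG00000027168, chromosome 2 from 105499234 to 105530952 of GRCm39), had normalized counts of 127 ± 155 (SD, n = 3) in OF1 WT, 2372 ± 2962 in OF1-*En1*+/-, 1337 ± 1258 in C57 WT and 1221 ± 1699 in C57-*En1*+/- mice. *Dcx*, a microtubule protein of migrating neurons (ENSMUSG00000031285, chromosome X from 142638838 to 142716307), had 818 ± 118, 566 ± 90.6, 1308 ± 179 and 1963 ± 2263 in the same order. *Neurod1* (ENSMUSG00000034701, chromosome 2 from 79282865 to 79287294) had 26.7 ± 11.9, 107 ± 102, 102 ± 101 and 32.8 ± 38.5. *Tbr1* was at 5.85 in OF1 WT, 0 in OF1-*En1*+/-, 1.67 in C57 WT and 5.97 in C57-*En1*+/- mice. *Eomes*, which encodes Tbr2, was at 0.0685 in C57 WT mice and 0 in the other groups, and *Neurog2*, which encodes Ngn2, was between 0.286 and 1.53. These 3 genes were below the minimum for testing. *Pax6* in OF1-*En1*+/- mice ranged from 239.5 to 5753, and its difference from OF1 WT did not pass the test (log2 fold change 4.19, standard error 1.87, adjusted p = 0.537 from edgeR). As a list, the 6 tested genes of progenitors and immature neurons did not pass camera between OF1-*En1*+/- and OF1 WT (median log2 fold change 0.40, adjusted p = 0.367) or between C57-*En1*+/- and C57 WT mice (0.24, adjusted p = 0.777).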

Many of the transcripts routinely used for the identification of intermediate progenitors or immature neurons had very low expression levels at this stage (*Pax6, Dcx, NeuroD1, Tbr1*) with some of them being undetectable (*Tbr2, Ngn2*). Expression of transcripts associated with mature dopaminergic neurons was consistent across all the groups (*Aldh1a1, Lmx1B, Th, Slc6a3, Girk2*), except for *Foxa2*, showing a lower expression in C57-*En1*^+/−^ mice compared to both C57-WT and OF1-*En1^+/−^* mice. 

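*Th*, which encodes the rate-limiting enzyme of dopamine synthesis (ENSMUSG00000000214, chromosome 7 from 142443466 to 142484865 of GRCm39), reached 85968 normalized counts in OF1-*En1*+/- mouse SW22 and 121820 in C57 WT mouse C572S and at most 1447 in the other 10 mice. *Slc6a3*, the dopamine transporter gene, reached 205400 and 350650 in the same mice and at most 3229.8 in the others. *Aldh1a1* had 472 ± 77.7 (SD, n = 3) in OF1 WT, 4367 ± 6083 in OF1-*En1*+/-, 13656 ± 23120.4 in C57 WT and 986 ± 985 in C57-*En1*+/- mice. *Lmx1b* had 406 ± 352, 63.3 ± 100.3, 446 ± 332 and 160.3 ± 129, and *Kcnj6*, which encodes Girk2, had 269 ± 118, 311 ± 228, 503 ± 377 and 96.8 ± 76.3. *Foxa2*, a transcription factor of midbrain dopaminergic neurons (ENSMUSG00000037025, chromosome 2 from 147884797 to 147889005), was at 0 in every C57-*En1*+/- mouse and at 2.18, 302 and 16.5 in C57 WT mice C5710, C572S and C5743. It was at 249 in SW22, at 0 in the other OF1-*En1*+/- mice and at 1.53 on average in OF1 WT mice. This is at least 97.8-fold lower in C57-*En1*+/- than in C57 WT mice (adjusted p = 0.539 from edgeR and 1.52e-07 from DESeq2) and at least 76.0-fold lower than in OF1-*En1*+/- mice (adjusted p = 0.514 from edgeR and 6.97e-09 from DESeq2). The first rests mostly on C572S and the second on SW22 alone, and DESeq2 without these 2 libraries gave adjusted p = 0.843 and 0.999. Of the 18 tested genes of mature dopaminergic neurons, 18 had a lower estimate in C57-*En1*+/- than in C57 WT mice, with a median log2 fold change of −3.35 (camera, adjusted p = 1.75e-05). The adjusted p was 0.440 with an estimated correlation, and 0.124 with camera when C572S was left out. In OF1 mice, 15 of the 18 were higher in OF1-*En1*+/-, with a median of 3.06 (adjusted p = 0.101; 5.32e-07 with DESeq2). This rested on SW22, without which the median was −0.95 (adjusted p = 0.257), and the mean log2 expression of the list was 0.11 in SW21 and 0.33 in SWB against 0.98 to 1.70 in OF1 WT mice.

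**Figure D1:**
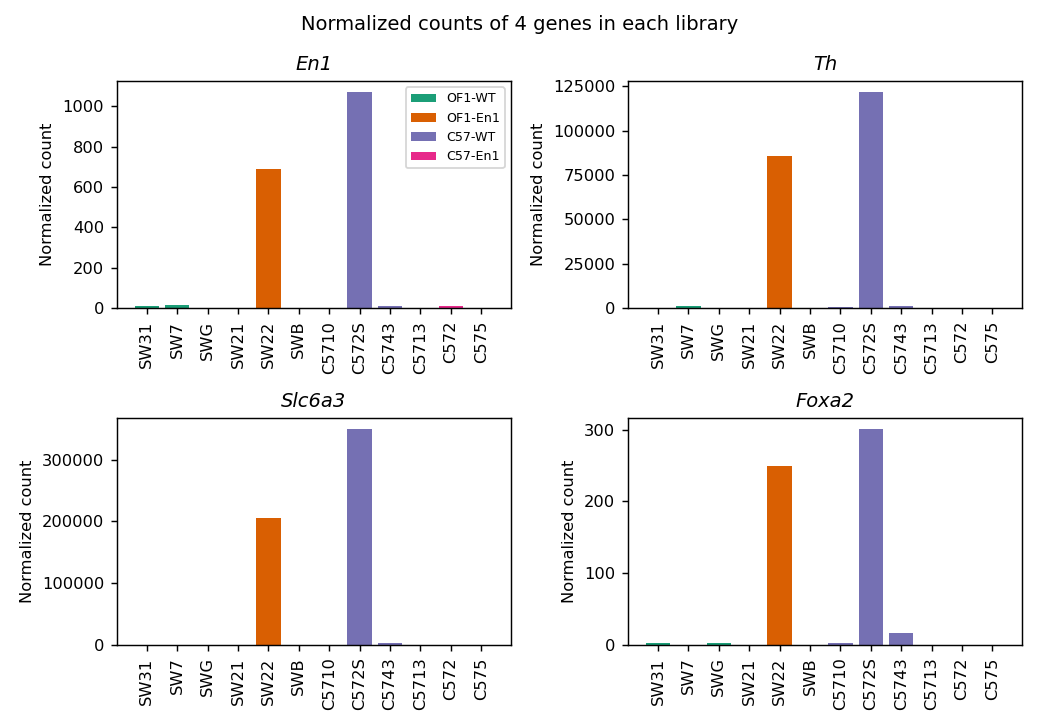
Normalized counts (vertical axes, starting at 0) of En1, Th, Slc6a3 and Foxa2 in each of the 12 libraries (bars, grouped and coloured by the 4 groups of 3 mice). Th is high in SW22 (85968) and C572S (121820).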

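*En1* had a mean normalized count of 8.58 ± 7.08 (SD, n = 3) in OF1 WT mice and 230.2 ± 399 in OF1-*En1*+/- mice, in which mouse SW22 held all of it. The log2 fold change was 4.75 (standard error 2.87, adjusted p = 0.646 from edgeR). In C57 WT mice the mean was 361 ± 615, most of it in mouse C572S, and in C57-*En1*+/- mice it was 3.14 ± 5.43 (log2 fold change −6.68, standard error 3.15, adjusted p = 0.578 from edgeR). The mice with abundant *En1* are those with abundant *Th*. Neither difference was larger than the spread between mice.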

A decreased expression of *En1* was seen in both OF1-*En1*^+/−^ and C57-*En1*^+/−^ mice compared to their respective WT controls, but low counts bearing high dispersion resulted in no significant differences (Supplementary Figure S2C). *En2* expression was not detected, discarding any compensatory effects. This is in accordance with quantitative PCR data, showing a low and varying expression of *En1* and no strain differences in *En2* expression (Supplementary Figure S2D).

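*En2*, the paralog of *En1* (ENSMUSG00000039095, chromosome 5 from 28370689 to 28377195 of GRCm39), had normalized counts of 137 in OF1-*En1*+/- mouse SW22, 125 in C57 WT mouse C572S and 8.36 in C57-*En1*+/- mouse C572. It was at 0 in the other 9 mice, OF1 WT included. For OF1-*En1*+/- against OF1 WT mice this is at least 33.2-fold higher, carried by SW22 alone (adjusted p = 0.584 from edgeR), and for C57-*En1*+/- against C57 WT mice the log2 fold change was −3.74 (standard error 3.03, adjusted p = 0.751 from edgeR).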

### 3.4 Distinct transcriptomic profiles are induced by *En1* hemizygosity in OF1 and C57 mice

Firstly, we aimed to study the effects of *En1* hemizygosity on transcriptional profiles in OF1 and C57 mice. 

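In OF1-*En1*+/- mice, the 13 tested genes of proliferating cells rose as a list against OF1 WT, with a median log2 fold change of 1.13 (camera, adjusted p = 1.39e-11; adjusted p = 0.242 with an estimated correlation). 8 of them were higher and none lower when adjusted over the list alone with edgeR, and 3 were higher over all genes with DESeq2. The 19 markers of subthalamic and posterior hypothalamic neurons had a median of −3.68 (adjusted p = 3.82e-08; adjusted p = 0.243 with an estimated correlation), and 6 of them were lower with DESeq2. Endothelial genes had a median of 0.64 (adjusted p = 1.29e-05; adjusted p = 0.510 with an estimated correlation). Oligodendrocyte genes had medians of 0.42 in OF1 and 0.97 in C57 mice (adjusted p = 0.0132 and 0.00944; 0.856 and 0.600 with an estimated correlation). In C57 mice this rested on C572, with a mean log2 expression of 6.48 against 3.84 and 3.25 in the other C57-*En1*+/- and 3.65, 4.91 and 3.05 in the C57 WT mice. Genes of endothelial cells also had a higher median in C57-*En1*+/- than in C57 WT mice (0.57, adjusted p = 4.13e-06; 0.358 with an estimated correlation), as did those of mural cells and fibroblasts (0.97, adjusted p = 1.41e-04; 0.440 with an estimated correlation), whose mean was 0.10 in C57 WT mouse C572S, 3.70 in C572 and 2.28 to 3.09 in the other C57 mice. Gene by gene, edgeR called 0 genes between OF1-*En1*+/- and OF1 WT mice, with 1674 of 18017 at an unadjusted p under 0.05 and a smallest adjusted p of 0.425. DESeq2 called 205, of which 109 were higher and 96 lower in OF1-*En1*+/-, and limma voom called 0. Between C57-*En1*+/- and C57 WT mice, edgeR called 0 genes, with 1602 at an unadjusted p under 0.05 and a smallest adjusted p of 0.520. DESeq2 called 75 (49 higher and 26 lower in C57-*En1*+/-) and limma voom 0. The groups did not overlap for 15.7% of genes in OF1 and 14.3% in C57 mice, where chance gives 10%.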

*En1* hemizygosity induced more transcriptional changes in OF1 than in C57 mice; 198 DEGs for OF1-*En1*^+/−^ vs. OF1 WT and 52 DEGS for C57-*En1*^+/−^ vs. C57 WT (FDR < 0.05, Figures 3A,B). 

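Whether the effect of the genotype differed between the strains was tested gene by gene as the interaction of genotype and strain. For *Nos1*, which encodes the neuronal nitric oxide synthase, the log2 fold change in C57 minus that in OF1 mice was 3.20 (standard error 0.739, adjusted p = 0.655 from edgeR and 0.00827 from DESeq2). For *Keap1*, a regulator of the antioxidant response, it was −0.33 (0.255, adjusted p = 0.814 and 0.815). Over all genes, edgeR called 0, with 1301 at an unadjusted p under 0.05 and a smallest adjusted p of 0.604. DESeq2 called 42 (22 with the higher effect in C57 mice and 20 with the lower) and limma voom 0.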

Among the DEGs, 141 were exclusive to OF1 and 36 were exclusive to C57. 

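*Pax3*, a transcription factor of neural progenitors (ENSMUSG00000004872, chromosome 1 from 78077904 to 78173771 of GRCm39), was at 0 in every WT mouse of both strains. In OF1-*En1*+/- mice it was at 119 normalized counts in SW22 and 0 in SW21 and SWB, which makes the group mean at least 28.7-fold higher than in OF1 WT mice (adjusted p = 0.531 from edgeR, not given by DESeq2). In C57-*En1*+/- mice it was at 29.3 in C572, 18.9 in C575 and 0 in C5713, at least 48.0-fold higher than in C57 WT mice (adjusted p = 0.549 from edgeR and 5.59e-10 from DESeq2). *Smc2*, a condensin subunit of dividing cells (ENSMUSG00000028312, chromosome 4 from 52439214 to 52488264), had 209.8 ± 35.0 (SD, n = 3) in OF1 WT and 352 ± 11.4 in OF1-*En1*+/- mice (log2 fold change 0.75, standard error 0.280, adjusted p = 0.481 from edgeR; 0.174 from DESeq2). It had 379.6 ± 26.0 in C57 WT and 361 ± 93.9 in C57-*En1*+/- mice (log2 fold change −0.02, standard error 0.276, adjusted p = 0.993 from edgeR; 0.992 from DESeq2). With offsets for transcript length, its log2 fold changes were 1.44 in OF1 and 1.42 in C57 mice (adjusted p = 0.447 and 0.494 from edgeR). With edgeR, which called no gene in either genotype comparison, no overlap can be given. With DESeq2, 1 gene was higher in the hemizygous mice of both strains, where independent lists give 0.292 on average, and 0 were lower in both, where they give 0.140. This gene was *Il2rg*, the common cytokine receptor chain, named after its values were seen, with a log2 fold change of 1.43 in OF1 and 1.31 in C57 mice.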

Only two genes (*Pax3* and *Smc2*) were differentially expressed in both OF1-*En1*^+/−^ and C57-*En1*^+/−^ compared to WT mice (Figure 3B; Supplementary Figure S2B).

**Figure 3:**
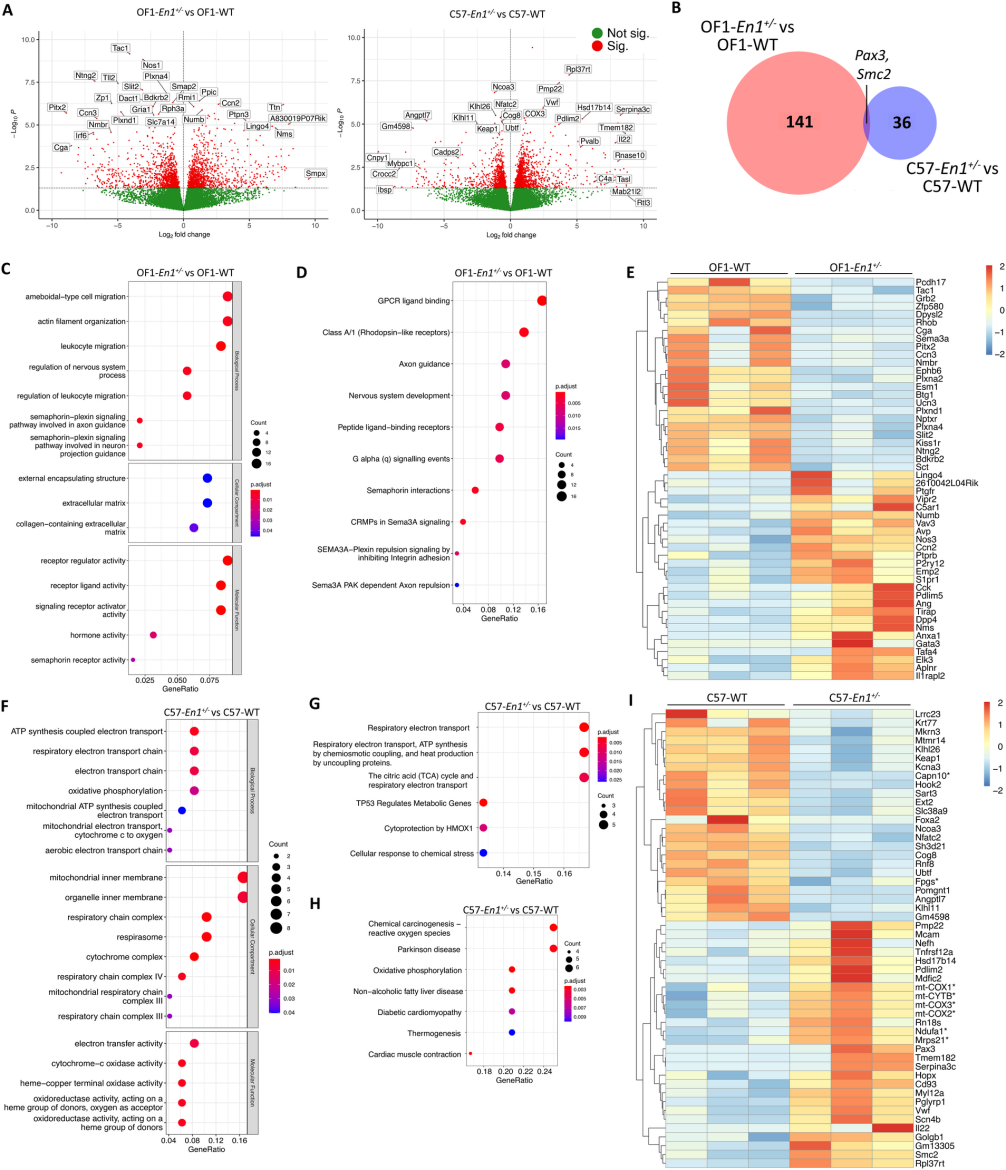
Engrailed-1 hemizygosity (*En1^+/−^*) effects on nigral transcriptomic profiles in OF1 and C57 mice. **(A)** Volcano plots showing all expressed genes in comparisons OF1-*En1^+/−^*vs. OF1 wild-type (WT) mice and C57- *En1^+/−^* vs. C57 WT mice. Vertical lines indicate fold change (|FC|) of 1.5. **(B)** Venn diagram illustrating differentially expressed genes (DEGs) in OF1*-En1^+/−^* vs. OF1 WT and in C57*-En1^+/−^* vs. C57 WT, overlapping only by 2 DEGs. **(C)** Gene Ontology (GO) enrichment analysis of DEGs in OF1-*En1^+/−^* vs. OF1 WT mice. **(D)** Reactome pathway analysis for DEGs in OF1-*En1^+/−^* vs. OF1 WT mice. **(E)** Heatmap of enriched pathway genes in OF1-*En1^+/−^* vs. OF1 WT mice. OF1-*En1^+/−^* mice show a higher expression of genes associated with neuron development and axonal guidance. **(F)** GO enrichment analysis of DEGs in C57-*En1^+/−^* vs. C57 WT mice. **(G)** Reactome pathway analysis for DEGs in C57-*En1^+/−^* vs. C57 WT mice. **(H)** KEGG pathway enrichment analysis for DEGs in C57-*En1^+/−^* vs. C57 WT mice, including Parkinson’s disease. **(I)** Heatmap of enriched pathway genes in C57-*En1^+/−^* vs. C57 WT mice. C57- *En1^+/−^* mice show a higher expression of genes encoding mitochondrial proteins (marked with *). For gene symbols, *mt* stands for genes encoded by the mitochondrial genome. Red: up-regulated, blue: down-regulated. GO terms were separated according to their Ontology category (Biological Process, Cellular Compartment and Molecular Function). OF1, SwissOF1; C57, C57Bl/6J.

We performed enrichment analyses with GO, KEGG and Wikipathways on the DEGs identified in OF1-*En1*^+/−^ versus OF1 WT to get insight into biological pathways induced by *En1*^+/−^, along with their associated molecular functions and cellular localization (Additional file 2). 

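Of the 74 tested genes of axon guidance (semaphorins, plexins, ephrins, netrins, slits and their receptors), 55 were lower and 19 higher in OF1-*En1*+/- than in OF1 WT mice. As a list they fell, with a median log2 fold change of −0.43 (quartiles −1.18 to 0.02; camera, adjusted p = 4.73e-07; adjusted p = 0.0370 with an estimated correlation). 7 members were lower and none higher when adjusted over the list alone with edgeR, against 0 over all genes, and DESeq2 called 8 lower. The same genes had a median of −0.02 in C57-*En1*+/- against C57 WT mice (adjusted p = 0.621). The paper found axon guidance enriched in these same samples, so the list of axon guidance is not independent evidence of the decrease. Genes of leukocyte migration were not tested as a list. The 14 microglial genes had a median of 0.24 in OF1-*En1*+/- against OF1 WT mice (camera, adjusted p = 0.101).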

Among the most enriched biological processes (GO) were actin filament organization (*q* value 0.002), semaphorin-plexin signaling involved in axon guidance (*q* value 0.002) and leukocyte migration (*q* value 0.004), all of which play key roles in brain development by modulating axonal guidance and cell migration (Limoni and Niquille, 2021) (Figure 3C). The KEGG database did not identify enriched pathways, but Reactome pathway-based analysis identified enriched pathways linked to axon guidance, nervous system development and semaphoring-dependent signaling, further reinforcing the GO enrichment results (Figure 3D). 

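In the enrichment results of the paper, 11 of its DEGs stand for axon guidance and nervous system development (*Slit2*, *Plxna4*, *Numb*, *Plxnd1*, *Grb2*, *Vav3*, *Plxna2*, *Rhob*, *Sema3a*, *Dpysl2* and *Ephb6*). 9 of them were lower and 2 higher in OF1-*En1*+/- than in OF1 WT mice, with a median log2 fold change of −0.88 (camera, adjusted p = 1.67e-07; adjusted p = 0.0370 with an estimated correlation). The study chose this list on these samples, so its direction is not independent evidence. When adjusted over the list alone with edgeR, 9 were lower and 2 higher, against 0 over all genes, while DESeq2 called 8 lower and 2 higher over all genes. The markers of the subthalamic nucleus and its neighbours moved with these genes. *Tac1* had 7006 ± 2865 normalized counts (SD, n = 3) in OF1 WT and 395 ± 239 in OF1-*En1*+/- mice. With the mean of the subthalamic markers of each library as a covariate, a choice made after seeing the data, the median of the 11 genes was −0.76, and that of the 74 axon guidance genes fixed beforehand was −0.29 against −0.43 without it.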

Expression of genes involved in axonal cone growth and guidance, as well as nervous system development, were lower in OF1-*En1*^+/−^ compared to OF1 WT mice. 

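*Nos1*, the neuronal nitric oxide synthase gene (ENSMUSG00000029361, chromosome 5 from 117918971 to 118096905 of GRCm39), had a normalized count of 3384 ± 1046 (SD, n = 3) in OF1 WT and 404 ± 138 in OF1-*En1*+/- mice (log2 fold change −3.06, standard error 0.551, adjusted p = 0.444 from edgeR; 8.02e-06 from DESeq2). *Nos1* is also a marker of the subthalamic region. *Plxna4*, a semaphorin receptor (ENSMUSG00000029765, chromosome 6 from 32121203 to 32565193), had 2975 ± 133 and 1309 ± 167 (log2 fold change −1.18, standard error 0.222, adjusted p = 0.444 from edgeR; 0.00109 from DESeq2), and its paralog *Plxna2* (ENSMUSG00000026640, chromosome 1 from 194300526 to 194499177) had 2607 ± 859 and 1043 ± 247 (log2 fold change −1.31, standard error 0.303, with adjusted p = 0.444 from edgeR and 0.0124 from DESeq2). *Plxnd1* (ENSMUSG00000030123, chromosome 6 from 115931772 to 115972286) had 463 ± 307 and 38.1 ± 8.91 (log2 fold change −3.58, standard error 0.880, adjusted p = 0.444 from edgeR; 0.00308 from DESeq2). *Sema3a*, a secreted axon repellent (ENSMUSG00000028883, chromosome 5 from 13175288 to 13653578), had 3027 ± 2652 and 74.9 ± 47.4, with 44.4 in OF1 WT mouse SW7 (log2 fold change −5.34, standard error 1.68, adjusted p = 0.448 from edgeR; 0.0187 from DESeq2). *Nos3*, the endothelial nitric oxide synthase gene (ENSMUSG00000028978, chromosome 5 from 24569787 to 24589475), had 263 ± 72.3 and 598 ± 34.5 (log2 fold change 1.19, standard error 0.272, adjusted p = 0.444 from edgeR; 0.00667 from DESeq2). The neuropeptide gene *Cck* (ENSMUSG00000032532, chromosome 9 from 121315695 to 121324863) had 119.6 ± 98.8 and 5249 ± 8169, with 14666 in OF1-*En1*+/- mouse SWB (log2 fold change 5.43, standard error 1.73, adjusted p = 0.448 from edgeR; 0.0187 from DESeq2). *Anxa1*, an annexin of glucocorticoid signalling (ENSMUSG00000024659, chromosome 19 from 20350792 to 20368374), had 16.9 ± 2.40 and 196 ± 199, with 426 in SW22 (log2 fold change 3.53, standard error 1.07, adjusted p = 0.446 from edgeR; 0.0380 from DESeq2). *Nos1*, *Plxna4*, *Plxna2*, *Plxnd1*, *Nos3* and *Anxa1* had counts that did not overlap between the groups, as chance gives for 10% of genes with 3 mice against 3. Leaving out 1 library moves the log2 fold change of *Cck* to 2.17 (without SWB) and that of *Anxa1* to 2.23 (without SW22).

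**Figure D2:**
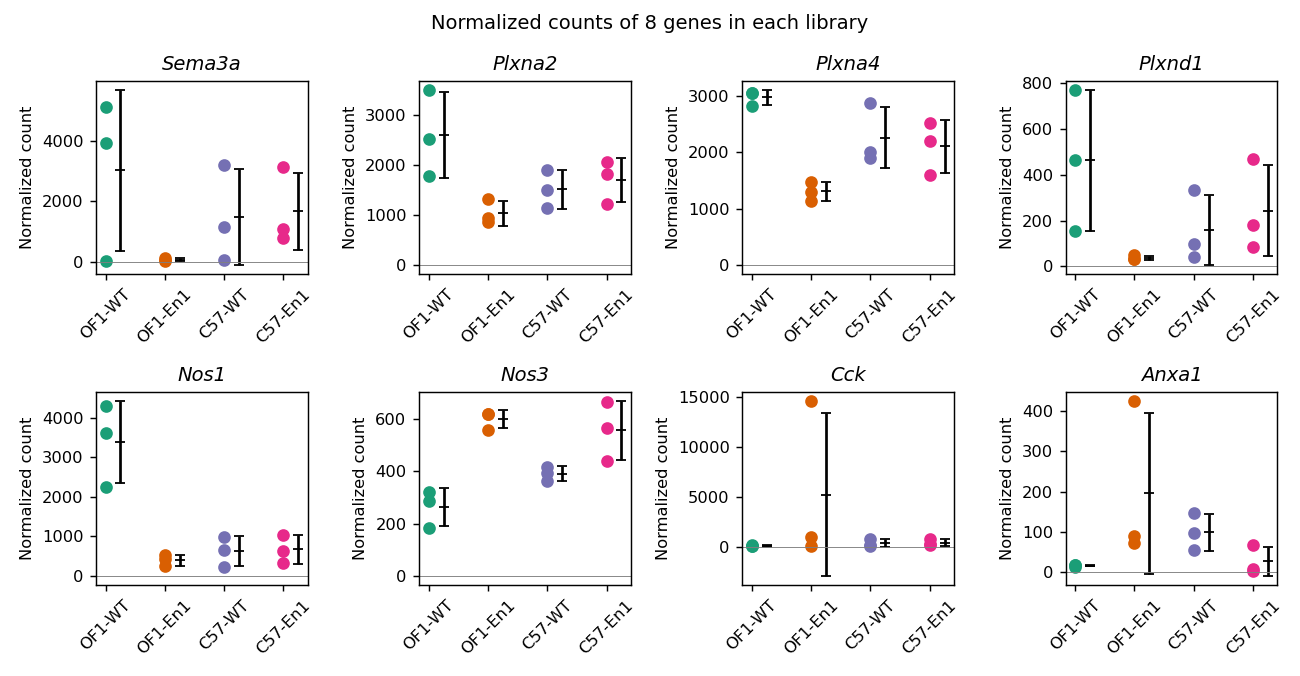
Normalized counts (vertical axes) of Sema3a, Plxna2, Plxna4, Plxnd1, Nos1, Nos3, Cck and Anxa1 in the 4 groups (points are the 3 mice of a group, black marks the mean ± SD). Plxna4 is at 2975 ± 133 in OF1 WT and 1309 ± 167 in OF1-*En1*+/- mice, and the high mean of Cck in OF1-*En1*+/- mice rests on 1 mouse at 14666.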

DEGs present in several of the enriched pathways include noteworthy candidates involved in neuronal development and survival, including *Cck*, *Anxa1*, *Nos1*, *Nos3*, *Plxna2*, *Plxna4*, *Plxnd1,* and *Sema3a* (Figure 3E).

Despite the low number of DEGs in C57-*En1*^+/−^ vs. C57 WT mice, GO enrichment analysis identified biological processes linked to ATP generation in mitochondria. 

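Of the 79 tested nuclear genes of the oxidative phosphorylation complexes, 77 were higher by estimate in C57-*En1*+/- than in C57 WT mice. The list rose, with a median log2 fold change of 0.71 (quartiles 0.50 to 0.83; camera, adjusted p = 1.35e-36; adjusted p = 0.314 with an estimated correlation). 57 were higher and none lower when adjusted over the list alone with edgeR, against 0 over all genes, and DESeq2 called 1 over all genes. The 13 mitochondrially encoded genes of the complexes rose as a list, with a median of 0.89 (camera, adjusted p = 9.70e-19; adjusted p = 0.314 with an estimated correlation), and all 13 were higher when adjusted over the list alone, against 4 over all genes with DESeq2. The 2 mitochondrial rRNA genes had a median of 1.3 (adjusted p = 1.44e-04; 0.314 with an estimated correlation). The 76 genes of cytosolic ribosomal proteins moved with them, with a median of 0.71 (adjusted p = 4.79e-36; 0.314 with an estimated correlation). Genes matched to the nuclear list on length, expression level and GC content had a median of 0.51. In the same comparison, 18 of 18 dopaminergic genes were lower, with a median of −3.35, while endothelial genes had a median of 0.57, and C572 had the highest mean log2 expression of the 12 mice for the mitochondrially encoded (11.01) and the nuclear genes (8.89). Transcripts of the mitochondrial genome took 3.85 to 5.50% of the reads in C57-*En1*+/- and 2.33 to 3.03% in C57 WT mice (exact permutation of 3 mice against 3 cannot give a p below 0.10).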

For the cellular compartment category, the enrichment was related to the mitochondrial inner membrane and specifically the respiratory chain complex (Figure 3F). 

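By complex, the 36 tested nuclear genes of complex I had a median log2 fold change of 0.69 in C57-*En1*+/- against C57 WT mice (camera, adjusted p = 1.58e-24; adjusted p = 0.314 with an estimated correlation), with 30 higher when adjusted over the list alone. Among them, *Ndufs1* had 0.21 (standard error 0.277, adjusted p = 0.869 from edgeR) and *Ndufs3* 0.61 (0.252, adjusted p = 0.549). The 9 genes of complex III had a median of 0.70 (adjusted p = 2.95e-04; 0.440 with an estimated correlation), with 5 higher over the list alone. The 12 genes of complex IV, cytochrome c oxidase, had a median of 0.83 (adjusted p = 2.24e-13; 0.314 with an estimated correlation), with 10 higher. The 18 genes of the ATP synthase had a median of 0.74 (adjusted p = 1.09e-13; 0.314 with an estimated correlation), with 12 higher. Complex II, the complex shared with the tricarboxylic acid cycle, did not pass the test with its 4 genes (median 0.39, adjusted p = 0.0761). The 17 genes of the tricarboxylic acid cycle had a median of 0.29 (adjusted p = 0.0250; 0.602 with an estimated correlation) and the 17 of glycolysis 0.32 (adjusted p = 0.0195; 0.602 with an estimated correlation). No single gene of these lists was called by edgeR over all genes, and DESeq2 called 1, 0, 0, 0 and 0 of complexes I to V as higher.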

Reactome pathway analysis also identified pathways associated with energy metabolism in mitochondria, including respiratory electron transport, ATP production and tricarboxylic acid cycle (Figure 3G). Interestingly, pathways related to reactive oxygen species (ROS) production, oxidative phosphorylation (OxPhos), and neurodegenerative diseases were enriched in C57-*En1*^+/−^ vs. C57 WT mice according to KEGG (Figure 3H). 

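*Ndufa1*, an accessory subunit of complex I (ENSMUSG00000016427, chromosome X from 36451241 to 36454849 of GRCm39), had a normalized count of 3566 ± 119 (SD, n = 3) in C57 WT and 7392 ± 1927 in C57-*En1*+/- mice (log2 fold change 1.11, standard error 0.262, adjusted p = 0.520 from edgeR; 0.0278 from DESeq2). This X-linked gene was highest in C572 (9519), whose sex is in doubt. It was at 6893 in C5713 and 5763 in C575, above the highest C57 WT mouse (3703). *mt-Cytb*, cytochrome b of complex III, is encoded on the mitochondrial genome from 14145 to 15288 (ENSMUSG00000064370). It had 96039.8 ± 21039 and 170479 ± 35259 (log2 fold change 0.89, standard error 0.203, adjusted p = 0.520 from edgeR; 0.0206 from DESeq2). The cytochrome c oxidase subunit genes *mt-Co1*, *mt-Co2* and *mt-Co3* start at 5328, 7013 and 8607 of the same genome. Their log2 fold changes were 0.97 (standard error 0.225, adjusted p = 0.520 from edgeR and 0.0238 from DESeq2), 1.01 (0.211, 0.520 and 0.00812) and 1.07 (0.206, 0.520 and 0.00229). *Mrps21*, a protein of the small mitochondrial ribosomal subunit (ENSMUSG00000054312, chromosome 3 from 95766069 to 95778879), had 1745 ± 206 and 2942 ± 641 (log2 fold change 0.82, standard error 0.220, adjusted p = 0.520 from edgeR; 0.0961 from DESeq2). The 77 tested genes of mitochondrial ribosomal proteins had a median of 0.43 (camera, adjusted p = 3.73e-14; adjusted p = 0.440 with an estimated correlation). Reads of *mt-Co1* may be shared with nuclear copies, of which *Gm29216* had 56379.9 and 121450 normalized counts in C57 WT and C57-*En1*+/- mice.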

Of note, genes related to OxPhos and ATP generation including *Ndufa1* (part of complex I), *mt-Cytb* (part of complex III), *mt-Co1, mt-Co2, mt-Co3* (constituents of complex IV) along with constituents of mitochondrial ribosomes (*Mrps21*) all had a higher expression in C57-*En1*^+/−^ compared to C57 WT mice (Figure 3I).

### 3.5 C57 mice display uniquely regulated genes related to the electron transport chain in mitochondria

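*Gm13340*, an unprocessed pseudogene that copies part of *mt-Co1* (ENSMUSG00000083563, chromosome 2 from 22478115 to 22479659 of GRCm39), had a normalized count of 12776 ± 866 (SD, n = 3) in OF1 WT and 41.2 ± 6.88 in C57 WT mice (log2 fold change 8.32, standard error 0.245, adjusted p = 5.15e-09 from edgeR). Between OF1-*En1*+/- (11780.3 ± 1494) and C57-*En1*+/- mice (75.8 ± 10.4) its log2 fold change was 7.27 (standard error 0.236, adjusted p = 1.59e-08 from edgeR). *Atp6v0c-ps2*, a processed pseudogene of a proton pump subunit, had 10179.8 ± 2958 (SD, n = 3) in OF1 WT and 0.427 ± 0.436 in C57 WT mice (adjusted p = 1.37e-08 from edgeR), and 7330.5 ± 614 against 3.19 ± 1.10 in the hemizygous strains (adjusted p = 7.34e-08 from edgeR). *Eno1b* (ENSMUSG00000059040, chromosome 18 from 48178402 to 48181479), annotated as a protein-coding copy of the enolase gene *Eno1*, had 19992 ± 5270.2 (SD, n = 3) in OF1 WT and 158 ± 36.6 in C57 WT mice (log2 fold change 7.03, standard error 0.308, adjusted p = 1.86e-07 from edgeR), while *Eno1* itself had a log2 fold change of −0.92 (adjusted p = 0.0649 from edgeR). *Kpna2rt*, annotated as a retrogene of the importin gene *Kpna2* (ENSMUSG00000066878, chromosome 17 from 90215890 to 90217877), was at 0 in every C57 mouse. It was at least 11380-fold higher in OF1 WT and at least 5071-fold higher in OF1-*En1*+/- mice (adjusted p = 1.95e-06 and 3.24e-06 from edgeR). *Rps2*, a ribosomal protein gene (ENSMUSG00000044533, chromosome 17 from 24937080 to 24940904), had 255 ± 32.5 (SD, n = 3) in OF1 WT and 8164 ± 829.9 in C57 WT mice (log2 fold change −4.95, standard error 0.604, adjusted p = 9.60e-04 from edgeR). Between OF1-*En1*+/- and C57-*En1*+/- mice its log2 fold change was −3.54 (adjusted p = 0.00852 from edgeR, 0.0659 without SWB). These genes have near-identical copies in the genome, so their counts depend on how reads were shared between the copies and are uncertain.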

We found 366 DEGs between OF1 WT and C57 WT and 335 DEGs between OF1-*En1*^+/−^ and C57-*En1*^+/−^ mice, with 162 DEGs independent of *En1*-hemizygozity (Figures 4A,B).

**Figure 4:**
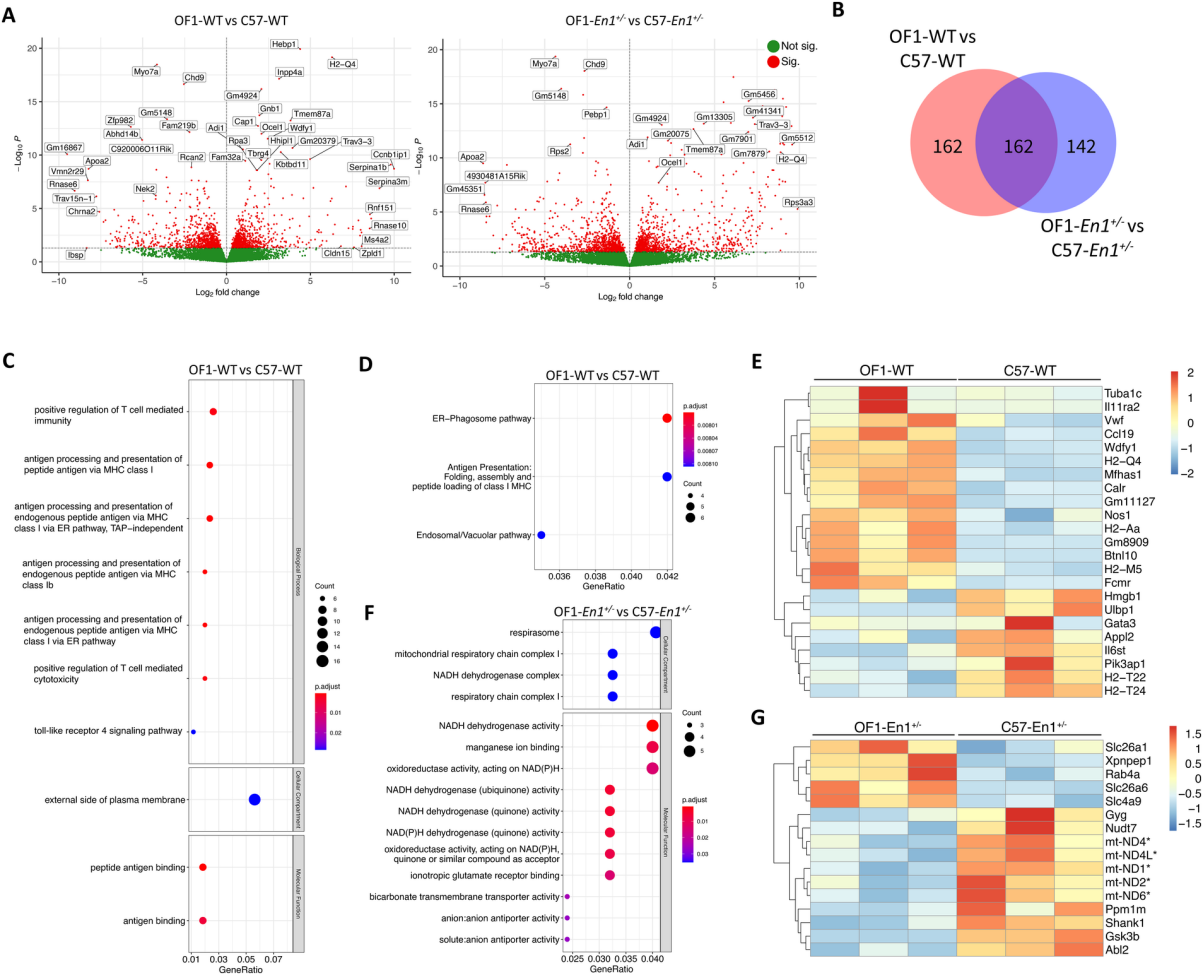
Transcriptomic differences between OF1 wild-type (WT) and C57 WT mice as well as OF1 *Engrailed-1* hemizygous (*En1^+/−^*) and C57-*En1^+/−^* mice. **(A)** Volcano plots showing all expressed genes in OF1 WT vs. C57 WT mice and in OF1-*En1^+/−^* vs. C57*-En1^+/−^* mice. Vertical lines indicate fold change (FC) of 1.5. **(B)** Venn diagram differentially expressed genes (DEGs) in OF1 WT vs. C57 WT and in OF1*-En1^+/−^* vs. C57*-En1^+/−^* mice. **(C)** Gene Ontology (GO) enrichment analysis of DEGs in OF1 WT vs. C57 WT mice. **(D)** Reactome pathway analysis for DEGs in OF1 WT vs. C57 WT mice shows pathways associated with vesicular trafficking and antigen presentation. **(E)** Heatmap of enriched pathway genes in OF1 WT vs. C57 WT mice. OF1 WT mice show a higher expression of genes associated with antigen presentation and vesicle trafficking. **(F)** GO enrichment analysis of the 142 DEGs exclusive to OF1-*En1^+/−^* vs. C57-*En1^+/−^* mice shows enrichment in GO terms associated to energy metabolism in mitochondria. **(G)** Heatmap of enriched pathway genes in OF1-*En1^+/−^* vs. C57-*En1^+/−^* mice. C57*-En1^+/−^* mice consistently show higher expression of genes associated with mitochondrial respiration and oxidative phosphorylation (marked with*). For gene symbols, *mt* stands for genes encoded by the mitochondrial genome. Red: up-regulated, blue: down-regulated. GO terms were separated according to their Ontology category (Biological Process, Cellular Compartment and Molecular Function). OF1, SwissOF1; C57, C57Bl/6J.

To identify gene expression changes and enriched pathways associated with strain-dependent susceptibility to PD-like pathology, we compared transcriptional profiles in SNpc of OF1 and C57 mouse strains at 1 week. 

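Between OF1 WT and C57 WT mice, 183 genes passed the test with edgeR, 143 of them higher and 40 lower in OF1 WT. Of the genes higher in OF1 WT, 79 (55.2%) were pseudogenes, which made up 2.79% of the genes tested, and 80 of all 183 were protein-coding. *Btg2*, an early response gene that restrains cell division (ENSMUSG00000020423, chromosome 1 from 134002908 to 134015033 of GRCm39), had 109 ± 44.8 (SD, n = 3) in OF1 WT and 719 ± 395 in C57 WT mice (log2 fold change −2.68, standard error 0.540, adjusted p = 0.0356 from edgeR). Its adjusted p was 0.0557 without SW31, 0.138 without SW7, 0.181 without SWG, 0.0910 without C5710 and 0.164 without C572S. The 13 genes of proliferating cells were all lower in OF1 WT mice, with a median log2 fold change of −1.12 (camera, adjusted p = 7.80e-08; adjusted p = 0.940 with an estimated correlation), and 5 were lower when adjusted over the list alone. DESeq2 called 458 genes (283 higher and 175 lower) and limma voom 242. Without SW22 and C572S, the libraries with abundant dopaminergic transcripts, edgeR called 107, a choice made after seeing the data. The groups did not overlap for 182 of the 183 genes and for 14.8% of all genes, where chance gives 10%.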

Between the WT strains, there were 365 DEGs, 210 with higher and 156 with lower expression in OF1 WT compared to C57 WT mice. 

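Between OF1-*En1*+/- and C57-*En1*+/- mice, edgeR called 174 genes, 125 higher and 49 lower in OF1-*En1*+/-, and 69 of the higher ones (55.2%) were pseudogenes. 82 of the 174 genes were protein-coding. The enolase gene *Eno1* (ENSMUSG00000063524, chromosome 4 from 150321073 to 150337027 of GRCm39) had 22757 ± 2547 (SD, n = 3) in OF1-*En1*+/- and 58928 ± 9232 in C57-*En1*+/- mice (log2 fold change −1.38, standard error 0.209, adjusted p = 0.00557 from edgeR; 0.0636 without SW22 and C572S). The ribosomal protein genes *Rps7*, *Rps18* and *Rpl29* had log2 fold changes of −1.67, −1.30 and −1.25 (adjusted p = 0.0129, 0.0278 and 0.0375 from edgeR), and all 76 tested genes of cytosolic ribosomal proteins were lower in OF1-*En1*+/- mice, with a median of −0.47 (camera, adjusted p = 2.04e-16; adjusted p = 0.936 with an estimated correlation). The same list was higher in OF1 WT than in C57 WT mice, with 66 of 76 genes higher and a median of 0.47 (adjusted p = 9.70e-06; adjusted p = 0.961 with an estimated correlation). The adjusted p of *Rps7* was 0.0656 without SW21, 0.0745 without SW22 and 0.0516 without C572, that of *Rps18* 0.0741 without SW21, 0.126 without SW22, 0.0941 without SWB, 0.105 without C5713 and 0.104 without C572, and that of *Rpl29* 0.143 without SW21, 0.158 without SW22, 0.0838 without SWB, 0.145 without C5713 and 0.121 without C572. DESeq2 called 444 genes (266 higher and 178 lower) and limma voom 136. Without SW22 and C572S, edgeR called 109. *Eno1*, *Rps18* and other ribosomal protein genes have near-identical copies, so reads counted for a copy could lower their values in OF1 mice. *Eno1b* had 19046.8 in OF1-*En1*+/- and 205 in C57-*En1*+/- mice. Between the WT strains, the log2 difference of *Rps18* was −0.748 alone and 0.439 with the reads of its copies added. This sum was not made between the hemizygous strains.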

Between *En1*^+/−^ mice, there were 334 DEGs, 184 with higher and 151 with lower expression in OF1-*En1*^+/−^ compared to C57-*En1*^+/−^ mice (Figure 4B; Supplementary Figure S2). Among the 701 transcripts differing between OF1 WT vs. C57 WT and/or OF1-*En1*^+/−^ vs. C57-*En1*^+/−^, 162 DEGs were regulated by the strain background, independent of *En1*^+/−^ (Figure 4B).

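Both strain comparisons called *Gm13340*, *Eno1b*, *Kpna2rt* and the MHC class I gene *H2-Q4* as higher in OF1, and *Rps2* as lower. In all, 110 genes were higher in OF1 in both comparisons with edgeR, where independent lists of 143 and 125 genes share 0.992 on average, and 25 were lower in both, where lists of 40 and 49 share 0.109. With DESeq2, 183 were higher in both (independent lists share 4.23) and 71 lower in both (1.75). The comparisons share no library.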

The 366 transcripts with differential expression in OF1 WT vs. C57 WT were enriched in GO-terms including antigen processing and presentation via major histocompatibility complex (MHC) class I, positive regulation of T cell-mediated cytotoxicity, and toll-like receptor 4 signaling pathway (Figure 4C). 

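Of the 27 tested genes of MHC class I and antigen presentation, edgeR called 2 higher and 0 lower in OF1 WT than in C57 WT mice, and 5 higher and 2 lower when adjusted over the list alone. DESeq2 called 5 higher and 2 lower over all genes. As a list they went both ways (13 higher and 14 lower by estimate), with a median log2 fold change of −0.08 (quartiles −0.72 to 0.84; camera, adjusted p = 0.293). Between OF1-*En1*+/- and C57-*En1*+/- mice, 2 were higher and 0 lower with edgeR, with a median of 0.05 (camera, adjusted p = 0.736). *H2-T5* (ENSMUSG00000073402, chromosome 17 from 36475335 to 36479438 of GRCm39), a class I gene of the T region, had 31.7 ± 13.8 (SD, n = 3) in OF1 WT and 0.390 ± 0.339 in C57 WT mice (adjusted p = 0.0490 from edgeR), and its adjusted p was 0.106 without SW31, 0.0583 without SW7, 0.138 without SWG, 0.138 without C5710, 0.172 without C572S and 0.148 without C5743. Against C57-*En1*+/- mice, where it was at 0, it was at least 42.7-fold higher in OF1-*En1*+/- mice (adjusted p = 0.0278 from edgeR; 0.0822 without SW21, 0.0769 without SWB, 0.0768 without C5713, 0.0855 without C572 and 0.0920 without C575). MHC genes are polymorphic between strains and share sequence with each other, so their counts against 1 reference are uncertain.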

Reactome pathway analysis showed that ER-phagosome and antigen presentation pathways were enriched, thus further supporting the GO enrichment results (Figure 4D). Among the genes present in the enriched pathways were genes encoding proteins involved in antigen presentation, including *H2-Qa*, *H2-Aa*, *Gm11127*, *H2-T22*, and *H2-T24* (Figure 4E).

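*H2-Q4*, a class I gene of the Q region (ENSMUSG00000035929, chromosome 17 from 35598586 to 35604274 of GRCm39), stands here for the H2-Qa genes of the paper. It had 258 ± 77.5 (SD, n = 3) in OF1 WT and 4.35 ± 4.59 in C57 WT mice (log2 fold change 5.84, standard error 0.892, adjusted p = 0.00545 from edgeR) and 176 ± 40.1 in OF1-*En1*+/- against 0.348 ± 0.603 in C57-*En1*+/- mice (adjusted p = 0.00225 from edgeR and 0.0592 from limma voom). *H2-Aa*, a class II chain of antigen-presenting cells (ENSMUSG00000036594, chromosome 17 from 34493404 to 34506798), had 311 ± 207 in OF1 WT and 13.2 ± 12.9 in C57 WT mice (log2 fold change 4.57, standard error 1.13, adjusted p = 0.115 from edgeR; 1.11e-04 from DESeq2). Without C572S its adjusted p was 0.0471. *H2-T15*, the current symbol of Gm11127 (ENSMUSG00000079492, chromosome 17 from 36366706 to 36369301), had 88.6 ± 32.4 and 16.5 ± 3.90 (log2 fold change 2.46, standard error 0.735, adjusted p = 0.248 from edgeR; 0.0257 from DESeq2). *H2-T22* (ENSMUSG00000056116, chromosome 17 from 36348020 to 36353650) had 126 ± 46.8 and 444 ± 148 (log2 fold change −1.77, standard error 0.490, adjusted p = 0.185 from edgeR; 0.0191 from DESeq2 and 0.0387 from limma voom). *H2-T24* (ENSMUSG00000053835, chromosome 17 from 36314363 to 36331485) had 15.5 ± 11.9 and 179 ± 55.9 (log2 fold change −3.44, standard error 0.791, adjusted p = 0.0756 from edgeR; 2.83e-04 from DESeq2 and 0.0388 from limma voom). *H2-Q4*, *H2-Aa* and *H2-T15* thus had the higher counts in OF1 WT mice, and *H2-T22* and *H2-T24* the lower.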

No enrichment by GO, KEGG, or Reactome pathway enrichment analysis was observed for the 335 DEGs between OF1-*En1*^+/−^ and C57-*En1*^+/−^ mice. However, the 167 DEGs that were exclusive to *En1*^+/−^ and not differing between the WT strains, were significantly enriched in molecular functions related to NADH dehydrogenase activity and ion transporter activity. 

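Of the 36 tested nuclear genes of complex I, which carries the NADH dehydrogenase activity, 34 were lower by estimate in OF1-*En1*+/- than in C57-*En1*+/- mice, with a median log2 fold change of −0.31 (camera, adjusted p = 8.78e-04; adjusted p = 0.936 with an estimated correlation). Those of complex IV had a median of −0.35 (adjusted p = 0.0261) and those of the ATP synthase −0.40 (adjusted p = 0.00269; adjusted p = 0.936 with an estimated correlation for both). Complexes II and III did not pass the test (medians −0.12 and −0.09, adjusted p = 0.736 and 0.575). Over all 79 nuclear genes the median was −0.32 (adjusted p = 1.25e-05; adjusted p = 0.936 with an estimated correlation), with −0.09 left after genes matched on length, expression level and GC content were subtracted. Without SW22 the adjusted p of camera was 0.253 and without C572 0.204.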

No biological processes were significantly enriched; however, it is worth noting that enrichment for cellular compartment ontology showed again localization to the mitochondria, particularly in the respirasome (Figure 4F), like DEGs found between C57-*En1^+/−^* and C57 WT mice. Among these, the expression of OxPhos-related genes was higher C57-*En1*^+/−^ mice compared to OF1-*En1*^+/−^ mice. 

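All 13 mitochondrially encoded genes of the complexes had a higher count in C57-*En1*+/- than in OF1-*En1*+/- mice. 4 were called over all genes by edgeR, 13 when adjusted over the list alone and 7 by DESeq2. The median log2 fold change, OF1-*En1*+/- over C57-*En1*+/-, was −0.91 (camera, adjusted p = 8.96e-15; adjusted p = 0.345 with an estimated correlation). The mitochondrial genome took 2.58 to 3.53% of the reads in OF1-*En1*+/- mice. Some nuclear copies of mitochondrial genes had the lower count in C57-*En1*+/- mice. *Gm28438*, a copy of *mt-Nd3*, was at 1658 in OF1-*En1*+/- and 210.2 in C57-*En1*+/- mice, *Gm4076*, a copy of *mt-Nd5*, at 711 and 1.07, and *Gm11408*, a copy of *mt-Nd6*, at 261 and 0. With the reads of the copies added to the genes they copy, a choice made after seeing the data, the median was −0.80 (camera, adjusted p = 3.58e-14).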

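*mt-Nd1*, a core subunit of complex I (positions 2751 to 3707 of the mitochondrial genome in GRCm39, ENSMUSG00000064341), had a normalized count of 52902 ± 8520.2 (SD, n = 3) in OF1-*En1*+/- and 117629 ± 13582 in C57-*En1*+/- mice (log2 fold change −1.16, standard error 0.208, adjusted p = 0.0190 from edgeR). *mt-Atp8*, a subunit of the ATP synthase (positions 7766 to 7969, ENSMUSG00000064356), had 9619 ± 2193 in OF1-*En1*+/- and 25001 ± 3072 in C57-*En1*+/- mice (log2 fold change −1.39, standard error 0.233, adjusted p = 0.0120 from edgeR). *mt-Nd4l* (log2 fold change −1.18, standard error 0.244, adjusted p = 0.0449) and *mt-Nd6* (−1.12, 0.233, 0.0469) were also lower in OF1-*En1*+/- mice with edgeR. *mt-Nd2* (−0.996, 0.262, 0.156) and *mt-Nd4* (−0.91, 0.243, 0.164) did not pass edgeR, and DESeq2 gave them adjusted p of 0.0213 and 0.0274. The genes *mt-Nd4l* and *mt-Nd4*, and *mt-Atp8* and *mt-Atp6*, overlap on the mitochondrial genome, and *mt-Nd6* lies on the strand opposite to the others, so that their reads cannot be fully told apart. With the reads of nuclear copies added, the adjusted p of *mt-Nd6* was 0.0625. Leaving out 1 library ended these calls in several cases. The adjusted p of *mt-Nd1* was 0.0879 without SW22, 0.0819 without SWB, 0.0893 without C5713 and 0.0780 without C572, that of *mt-Atp8* 0.0550 without SW22 and 0.0572 without C572, that of *mt-Nd4l* 0.110 without SW21, 0.143 without SW22, 0.189 without SWB, 0.120 without C5713 and 0.161 without C572, and that of *mt-Nd6* 0.131 without SW21, 0.195 without SW22, 0.124 without SWB, 0.191 without C5713 and 0.139 without C572.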

GO terms like respirasome, mitochondrial respiratory chain complex I and NADH dehydrogenase activity included genes encoding constituents of complex I (*mt-Nd1, mt-Nd2, mt-Nd4, mt-Nd4L, mt-Nd6*) and complex V ATP synthase (*mt-Atp8*). This suggests that C57-*En1*^+/−^, but not OF1-*En1*^+/−^, mice compensate for impairments caused by *En1*^+/−^ at a transcriptional level to increase ATP production.

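The effect of the genotype on these genes differed between the strains as lists with camera at its preset correlation, while over all genes edgeR called none of them singly and DESeq2 called 2 of the nuclear genes. For the 13 mitochondrially encoded genes, the log2 fold change of C57-*En1*+/- over C57 WT minus that of OF1-*En1*+/- over OF1 WT mice had a median of 0.93 (camera, adjusted p = 1.18e-11; adjusted p = 0.275 with an estimated correlation), and 8 were higher when adjusted over the list alone. For the 79 nuclear genes the median was 0.95 (camera, adjusted p = 6.52e-34; adjusted p = 0.275 with an estimated correlation), with 40 higher over the list alone, and that of genes matched to them on length, expression level and GC content was 0.65, with a median of 0.21 for the gene by gene difference. By complex it was 0.93 for complex I, 1.08 for complex IV and 0.96 for the ATP synthase, and 0.89 for the 76 cytosolic ribosomal proteins. In the same interaction, dopaminergic genes had a median of −6.31 (camera, adjusted p = 2.73e-06; 0.448 with an estimated correlation), which rests on SW22 and C572S. Genes of subthalamic and hypothalamic neurons had one of 3.20 (camera, adjusted p = 1.14e-04; 0.279 with an estimated correlation). Within OF1 mice, the mitochondrially encoded genes had a median of −0.03 (adjusted p = 0.786) and the nuclear ones −0.19 (adjusted p = 0.00109; adjusted p = 0.856 with an estimated correlation; 0.876 with camera when SW22 was left out). From the higher expression of genes of complex I and of the ATP synthase in C57-*En1*+/- than in OF1-*En1*+/- mice, together with the enrichment of mitochondrial terms between C57-*En1*+/- and C57 WT mice, the paper proposes that mice of the C57 strain, unlike those of the OF1 strain, respond to the loss of 1 *En1* copy by raising the transcription of genes for ATP production.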

Given the enrichment of OxPhos-related genes among DEGs and the importance of energy metabolism and mitochondrial functionality in neurodegenerative diseases, we analyzed normalized counts from RNAseq for OxPhos-related genes in all groups of mice. 

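The mean log2 CPM of the 13 mitochondrially encoded genes was 10.46 to 11.01 in C57-*En1*+/-, 9.65 to 10.26 in C57 WT, 9.90 to 9.98 in OF1 WT and 9.64 to 10.11 in OF1-*En1*+/- mice. That of the 79 nuclear genes was 8.18 to 8.89 in C57-*En1*+/-, 7.86 to 8.27 in C57 WT, 8.41 to 8.60 in OF1 WT and 7.92 to 8.53 in OF1-*En1*+/- mice. That of the 76 cytosolic ribosomal genes was 7.04 to 7.52, 6.44 to 6.80, 6.41 to 7.36 and 6.36 to 6.98 in the same order. Between the WT strains, all 79 nuclear genes were higher by estimate in OF1 WT than in C57 WT mice, with a median log2 fold change of 0.56 (camera, adjusted p = 6.48e-17; adjusted p = 0.940 with an estimated correlation) and 0.17 left after genes matched on length, expression level and GC content were subtracted, and the mitochondrially encoded genes had a median of 0.08 (adjusted p = 0.999). *mt-Atp8* had 7619 ± 1713 normalized counts (SD, n = 3) in OF1 WT and 16564 ± 3289 in C57 WT mice (log2 fold change −1.07, standard error 0.232, adjusted p = 0.0530 from edgeR; 0.00108 from DESeq2).

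**Figure D3:**
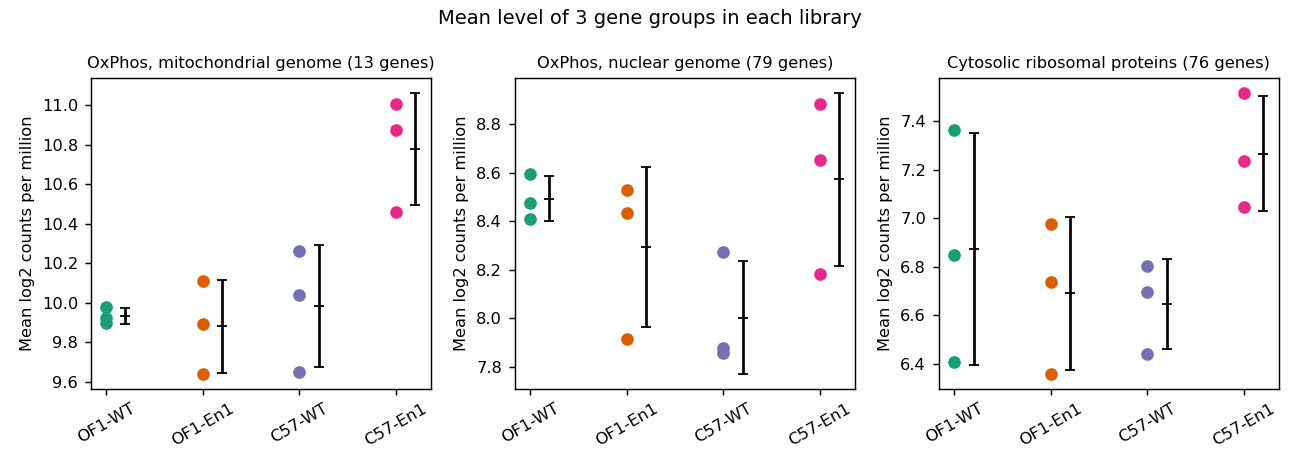
Mean log2 CPM (vertical axes) of the 13 mitochondrially encoded and the 79 nuclear genes of oxidative phosphorylation and of 76 cytosolic ribosomal protein genes, for the 4 groups (points are the 3 mice of a group, black marks the mean ± SD). The mitochondrially encoded genes are at 10.46 to 11.01 in C57-*En1*+/- mice and 9.64 to 10.11 in OF1-*En1*+/- mice.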

According to these, there was a significantly higher expression of genes encoding complex I and complex V proteins in C57-*En1*^+/−^ compared to OF1-*En1*^+/−^ mice, a higher expression of genes encoding complex III proteins in C57-*En1*^+/−^ compared to C57 WT mice and higher expression of *mt-Atp8* encoding complex V protein in C57 WT compared to OF1 WT mice (Figure 5).

**Figure 5:**
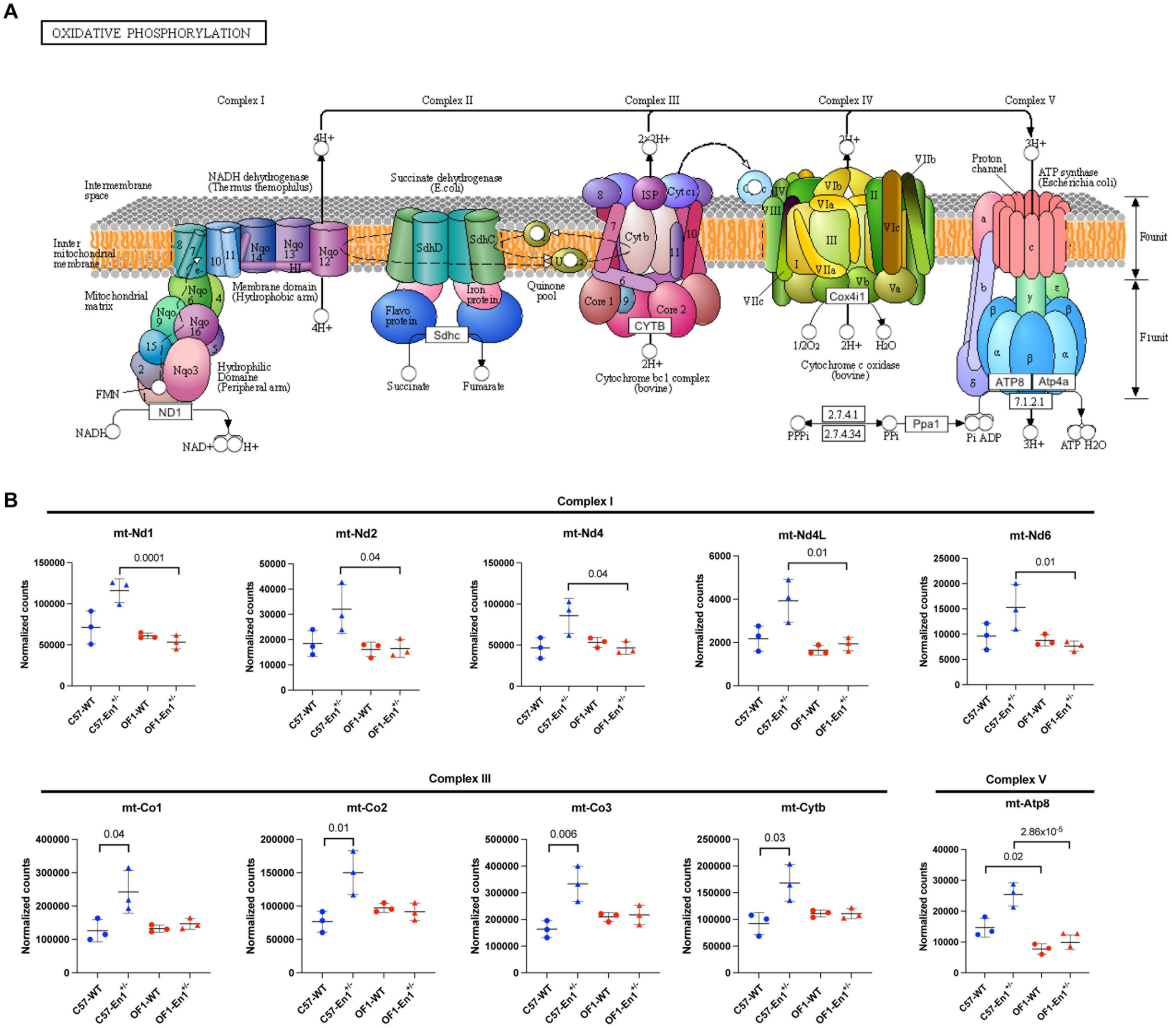
C57 hemizygous (*En1^+/−^*) mice have higher expression of genes encoding components of the oxidative phosphorylation (OxPhos) pathway compared to OF1 *En1^+/−^* and C57 wild-type (WT) mice. **(A)** KEGGs representative diagram of protein complexes in the OxPhos pathway located in the mitochondrial inner membrane. **(B)** Normalized counts of regulated transcripts mapped to the OxPhos-pathway. C57-*En1^+/−^* mice have higher expression of genes coding for complex I and V subunits compared to OF1-*En1^+/−^* mice. C57- *En1^+/−^* mice also have higher expression of genes coding for components of complex III compared to C57 WT mice and C57 WT mice have higher expression of *mtAtp8* (in complex V) compared to OF1 WT mice. OF1, SwissOF1; C57, C57Bl/6J. (Figure 5A) modified from KEGG: Kyoto Encyclopedia of Genes and Genomes, map00190.

## 4 Discussion

Characterization of the susceptibility to multifactorial diseases like PD is challenging, partly due to complexity with multiple genetic and environmental factors and interactions between them (Nalls et al., 2019; Bloem et al., 2021). In addition, identification of the cellular and physiological mechanisms that define and mediate this susceptibility is further complicated by the fact that the disease is often diagnosed late in life when the degenerative process is already established. Animal models that recapitulate the underlying and early processes of susceptibility (or resistance) to neurodegeneration are therefore of great importance. Here, we report on a transcriptional profile in young mice that show resistance to progressive PD-like pathology, characterized by an increased expression of genes encoding mitochondrial proteins in the SNpc.

The *En1^+/−^* mouse model has been shown to reproduce many of the characteristic traits of PD, including genetically determined susceptibility to PD-like pathology in different background strains. Previous works have shown that OF1*-En1^+/−^* mice exhibit loss of nigrostriatal dopaminergic neurons (Sonnier et al., 2007; Nordström et al., 2015) while C57*-En1^+/−^* mice lack this PD-like phenotype and require homozygous deletion of *En2* (*En2*^+/−^) to develop a similar neurodegeneration (Sgadò et al., 2006). Furthermore, polymorphisms in the *EN1* gene have been associated with idiopathic PD in a small cohort study (Haubenberger et al., 2011). Our previous genetic linkage analysis in a C57⨯OF1-*En1*^+/−^ F2 intercross identified multiple interacting QTLs linked to PD-like phenotypes induced by *En1* hemizygosity (Kurowska et al., 2016). The complex genetic regulation of the traits makes further QTL mapping difficult and calls for complementary strategies. We therefore decided to use transcriptomic analyses to identify factors underlying the susceptibility to *En1^+/−^*-induced PD-like pathology. To our knowledge, this is the first work to perform a susceptibility study on the SNpc of *En1*^+/−^ mice at a transcriptomic level.

Nigrostriatal axonal pathology is an early characteristic of PD, before the evident loss of neuronal bodies in the SNpc (Burke and O’Malley, 2013; Kordower et al., 2013). Our results show that both OF1-*En1*^+/−^ and C57-*En1*^+/−^ mice exhibit such early signs of neurodegeneration in the form of nigrostriatal axonal swellings at 4 weeks of age, but that progressive axonal pathology and loss of dopaminergic neuron cell bodies in SNpc are only seen in OF1-*En1*^+/−^ mice. Based on the presence of early signs of dopaminergic neurodegeneration but resistance to nigral dopaminergic nerve cell loss, we propose C57-*En1*^+/−^ mice as a suitable model to map and characterize genetic factors mediating resistance to PD-like neurodegeneration. We further propose the C57-*En1*^+/−^ model as a useful tool to assess the effect of non-genetic risk factors, and if such can override the genetic resistance to PD-like pathology in C57-*En1*^+/−^ mice.

In terms of strain differences, it is worth noting that at both 4 and 16 weeks of age, C57 and C57-*En1^+/−^* mice have lower counts of dopaminergic neurons in the SNpc compared to OF1 mice. This suggests that the observed resistance to the PD-like phenotype in C57-*En1^+/−^* mice is not due to a neuronal reserve in the SNpc exerting a buffering effect, but rather due to other mechanisms. Indeed, instead of SNpc cell numbers, cellular function and morphology may be more important for motor function, and the Collaborative Crossing Consortia have reported that low performance on motor tests is associated with striatal axonal branching rather than TH^+^ area in the SNpc (Thomas et al., 2021). Moreover, we detected no differences between C57 and OF1 in gene expression characteristic for mature dopaminergic neurons, suggesting that the difference in neuron number does not have an impact on relative transcript counts from dopaminergic neurons in this model. 

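The 18 tested genes of mature dopaminergic neurons had a median log2 fold change of −4.28 between OF1 WT and C57 WT mice, with 17 of them lower by estimate in OF1 WT (camera, adjusted p = 0.00155; adjusted p = 0.961 with an estimated correlation). Without C572S the adjusted p of camera was 0.309. *Slc18a2*, the vesicular monoamine transporter gene, was at 362 ± 78.5 normalized counts (SD, n = 3) in OF1 WT and 21034 ± 35062 in C57 WT mice, of which C572S held 61521. Between OF1-*En1*+/- and C57-*En1*+/- mice the median of the list was 2.50 (adjusted p = 0.199; 2.57e-05 with DESeq2), which rested on SW22 and was −1.50 without it (adjusted p = 0.214), with *Slc18a2* at 16465 ± 24693 and 1214 ± 1461. Gene by gene, *Th* had log2 fold changes of −6.60 (standard error 3.13, adjusted p = 0.610 from edgeR) between the WT and 7.48 (3.26, 0.601) between the hemizygous strains, and *Slc6a3* −11.10 (4.00, 0.443) and 12.11 (4.19, 0.440). None of these differences of single genes passed with edgeR. With DESeq2 without SW22 and C572S, a choice made after seeing the data, *Slc6a3* was called between the WT strains (log2 fold change −5.02, adjusted p = 4.20e-05). The same fit called it for the interaction (−5.76, adjusted p = 0.031).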

Since behavioral tests were not assessed in the current study, it remains to be answered how transcriptional profiles in *En1*-hemizygous mice are related to motor- and non-motor functions in C57 and OF1.

According to our results from analyzing gene expression in OF1-*En1*^+/−^ vs. OF1 1 week old mice, the neurodegenerative phenotype is preceded by lower expression of developmental genes. More specifically, DEGs were enriched for processes of nervous system development, including cell migration and axonal growth, which could reflect early changes associated with proper synapsis development. Particularly, semaphorin 3a (*Sma3a*) and plexins (*Plxna2* and *4*), that have been shown to be essential for neuronal development and axonal elongation, all had lower expression in OF1-*En1*^+/−^ compared to OF1 mice (Tamariz et al., 2010; Limoni and Niquille, 2021). Furthermore, transcriptomic studies in PD patients have reported an upregulation of the human orthologues to *Sma3a* and *Plxna4*, and rare variants in *PLXNA4* have been linked to PD (Schulte et al., 2013). This further reinforces that axon development and maintenance of axonal terminals are processes linked to PD and could be promising targets for modifying PD susceptibility (Tagliaferro and Burke, 2016; Berth and Lloyd, 2023).

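Whether the lower counts of these genes belong to 1 strain was tested as the difference of the genotype effect between the strains. For the 11 genes of axon guidance and nervous system development named by the paper, which were chosen on these samples because they differed in OF1 mice and so favour a difference, the log2 fold change in C57 minus that in OF1 mice had a median of 1.14 (camera, adjusted p = 5.09e-07; adjusted p = 0.0415 with an estimated correlation). 8 were higher and 2 lower when adjusted over the list alone with edgeR, against 0 over all genes, and DESeq2 called 1. For the 74 genes of axon guidance fixed beforehand the median was 0.43 (adjusted p = 3.88e-04; adjusted p = 0.275 with an estimated correlation). The paper reports axon guidance from these same samples. This list also covers the families of several of the 11 genes, such as *Sema3a* and *Plxna4*, so it is not independent evidence either. In C57 mice, *Sema3a* had 1478 ± 1592 (SD, n = 3) in C57 WT and 1672 ± 1264 in C57-*En1*+/- mice, *Plxna2* 1517 ± 387 and 1703 ± 440.2, and *Plxna4* 2261 ± 535 and 2110.4 ± 468. Their interaction values were 5.59 (standard error 2.11, adjusted p = 0.655 from edgeR), 1.54 (0.423, 0.655) and 1.14 (0.310, 0.655).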

When comparing transcriptomes between C57*-En1*^+/−^ and OF1*-En1*^+/−^ mice, we found a clear enrichment in OxPhos-related genes among the regulated transcripts, with consistent higher expression in C57-*En1*^+/−^. We also found a higher expression of OxPhos genes in C57-*En1*^+/−^ compared to C57 WT mice, suggesting compensatory mechanisms could underlie the resistance to progressive PD-like pathology in C57 mice. This is of particular interest, since administration of EN1 or EN2 protein to C57 WT mice has been found to increase complex I subunit proteins (Ndufs1 and Ndufs3) and protect midbrain dopaminergic neurons against complex I insults (Alvarez-Fischer et al., 2011; Rekaik et al., 2015b). Our results contribute new insights into the relation between *En*-genes and mitochondria, by showing that OxPhos gene expression can be induced under conditions of reduced *En1* expression and correlate with neuroprotection.

The consistent detection of differential gene expression of mitochondrial genes and genes that code for proteins in the OxPhos chain is likely to have functional impact, given the strong evidence linking mitochondrial impairment and energy metabolism to PD. This includes mitochondrial effects on progression and pathogenesis of PD models in different organisms (Briston and Hicks, 2018; Ordonez et al., 2018; Ikuno et al., 2021; Murali Mahadevan et al., 2021), the toxic effects of MPTP and Rotenone, a reduced activity of complex I in postmortem PD brains (Cappelletti et al., 2023) and the association between PD genes and mitochondria (Rekaik et al., 2015a). In addition, inhibition of the mitochondrial pyruvate carrier has been shown to directly slow down pyruvate oxidation in isolated brain mitochondria, to increase the utilization of other substrates, to normalize oxygen consumption after MPP+ treatment, to reduce dopaminergic neurodegeneration *in vitro* and *in vivo*, and well as to reduce motor impairment in OF1-*En1*^+/−^ mice (Ghosh et al., 2016).

Our results suggest that early mechanisms, before the onset of neurodegeneration, take place in the mitochondria and halt the neurodegenerative process in C57-*En1*^+/−^ mice up to 16 weeks of age. Downregulation of genes related to mitochondrial function, including OxPhos, was recently found to be consistent in brains with different Braak stages of PD pathology.

Further experiments are needed to quantify OxPhos proteins and to understand the effects that these gene expression changes may have on mitochondrial function, preferably with functional respirometry. In addition, the level of mitochondrial turnover and mitophagy could impact on dopaminergic cell metabolism and should be assessed.

Another potential neuroprotective effect could be mediated by lower expression of *Keap1* in C57-*En1*^+/−^ compared to C57 mice. 

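*Keap1* (ENSMUSG00000003308, chromosome 9 from 21141026 to 21150679 of GRCm39) had a normalized count of 2483 ± 222 (SD, n = 3) in C57 WT and 1389.5 ± 196 in C57-*En1*+/- mice, with no overlap between the groups (log2 fold change −0.78, standard error 0.181, adjusted p = 0.520 from edgeR; 0.0229 from DESeq2). In OF1 mice it had 2164 ± 183 in OF1 WT and 1574 ± 267 in OF1-*En1*+/- mice, also without overlap (log2 fold change −0.45, standard error 0.181, adjusted p = 0.505 from edgeR). *Nfe2l2*, which encodes Nrf2 (ENSMUSG00000015839, chromosome 2 from 75504739 to 75534985), had 291 ± 66.3 in C57 WT and 461 ± 102 in C57-*En1*+/- mice (log2 fold change 0.72, standard error 0.308, adjusted p = 0.552 from edgeR), and 244 ± 41.3 in OF1 WT and 437 ± 100.2 in OF1-*En1*+/- mice (log2 fold change 0.85, standard error 0.310, adjusted p = 0.478 from edgeR). The 19 tested target genes of Nrf2 had a median log2 fold change of 0.21 in C57-*En1*+/- against C57 WT mice and did not pass the test as a list (camera, adjusted p = 0.0635). Among them, *Hmox1*, a heme oxygenase gene named after its values were seen, had 1.20 (standard error 0.347, adjusted p = 0.520 from edgeR).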

The encoded Kelch-like ECH-associated protein 1 acts as a suppressor of *Nrf2,* which drives anti-inflammatory and antioxidative responses and is of high relevance to PD (Lin and Beal, 2006; Kopacz et al., 2020). The lower *Keap1* expression in C57-*En1*^+/−^ mice could thus disinhibit *Nrf2* and have neuroprotective effects. When comparing C57 and OF1 mice, processes related to T-cell mediated immunity, antigen presentation and toll-like receptor 4 signaling were significantly enriched. However, no clear pattern of differential expression of pro- or anti-inflammatory molecules was observed in any strain and highly polymorphic immune-related genes such as those encoding MHC molecules could have impacted on the mapping of transcripts to genes and influence strain comparisons.

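The 5 tested genes of pro-inflammatory cytokines and mediators had median log2 fold changes of 0.02 between OF1 WT and C57 WT (camera, adjusted p = 0.657), −0.54 between OF1-*En1*+/- and C57-*En1*+/- (0.850), 1.04 between OF1-*En1*+/- and OF1 WT (0.101) and 1.2 between C57-*En1*+/- and C57 WT mice (0.179). The 5 tested anti-inflammatory genes had medians of 0.24, −0.17, 0.32 and 0.41 in the same order (adjusted p = 0.999, 0.736, 0.270 and 0.621). Neither list passed the test in any of the 4 comparisons, and the lists are short. MHC class II genes, of which 6 were tested, had a median of 0.84 between OF1 WT and C57 WT mice (adjusted p = 0.314), with 1 higher when adjusted over the list alone.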

This study has limitations, including the following considerations. We cannot rule out that the nigrostriatal pathology would evolve into dopaminergic neuron loss in the SNpc of C57-*En1*^+/−^ mice at an advanced age. Therefore, we cannot conclude if the neurodegenerative process is permanently halted or merely delayed, but both scenarios are of high relevance to PD, where both halted and delayed disease progression have significant clinical importance for most affected individuals. Additional studies of aged C57-*En1*^+/−^ mice are warranted to assess if neuroprotection is conserved over time. It is also worth considering that in order to avoid the higher intrastrain variation that we have previously observed with respect to neurodegeneration in *En1*^+/−^ female mice, this study was carried out only on male mice. The effects of OxPhos-related gene expression on PD-like phenotypes should thus be further investigated in both sexes. Another limitation of this work is that bulk-RNAseq does not address the contribution of different cell types. Despite being able to obtain samples that are highly enriched in dopaminergic neurons from the SNpc, we cannot disregard other cell types. Differences in sample cell composition have been shown to be a confounder in transcriptomic analyses performed in PD cohorts (Nido et al., 2020). However, in those cases, samples were dissected when the disease was advanced and therefore should lack many dopaminergic cells (Alves et al., 2009; Gaare et al., 2018). Single-cell RNAseq analyses would further contribute with cell-type specific transcriptome profiles as well as comparisons of cell type-specific composition between strains.

The results from this study provide further evidence on the importance of genetic background for the onset and progression of nigrostriatal degeneration. The data specifically suggest that differential expression of genes encoding mitochondrial proteins before the onset of dopaminergic neurodegeneration regulate the vulnerability of nigral dopaminergic neurons and susceptibility to PD. The fact that mitochondrial function and turnover are critical processes in PD is well known, but the findings presented here implies that normal genetic variation between strains, and potentially between humans, alters expression of genes encoding mitochondrial proteins. This opens for new therapeutic targets to prevent onset and/or progression of PD. In conclusion, this study shows that transcriptional changes linked to neuronal metabolism and mitochondrial physiology are key components of PD-related neurodegeneration and suggests that increased expression of genes encoding mitochondrial proteins have a key impact on resistance to disease onset and progression.

Most PD cases are idiopathic and caused by a complex interplay between genetic variants and environmental risk factors. However, the underlying mechanisms remain elusive. Here we show that *En1* hemizygosity leads to progressive nigrostriatal degeneration with a loss of dopaminergic neurons in OF1-*En1*^+/−^ but that C57-*En1*^+/−^ mice only exhibit early signs of nigrostriatal pathology and do not progress to a PD-like phenotype over time. We identified differences in gene expression related to oxidative phosphorylation before the onset of neurodegeneration to be associated with differential susceptibility to *En1*^+/−^ induced PD-like pathology. Our work shows how gene expression changes modulate vulnerability to dopaminergic neurodegeneration in the *En1*^+/−^ mouse and reveals putative molecular mechanisms behind the onset and progression of PD.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE236461.

## Ethics statement

The animal study was approved by the local ethics committee Malmö/Lund region and specified if permit 4992/2022. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

LB: Data curation, Formal analysis, Funding acquisition, Methodology, Software, Visualization, Writing – original draft, Writing – review & editing. AD: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Software, Writing – review & editing. DR: Data curation, Formal analysis, Investigation, Software, Writing – review & editing. IJ-F: Conceptualization, Methodology, Writing – review & editing. FF: Data curation, Investigation, Writing – review & editing. SB: Investigation, Writing – review & editing. DA: Methodology Writing – review & editing. KAB: Data curation, Investigation, Software, Writing – review & editing. MS: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – original draft, Writing – review & editing.

## Glossary

**Table 1:** 

Atp8	ATP synthase Fo subunit 8
C57	C57Bl/6j
DEGs	Differentially expressed genes
En1	Engrailed 1
En1^+/−^	Engrailed 1 hemizygosity
EN2	Engrailed 2
GO	Gene Ontology
GWAS	Genome-wide association studies
LCM	Laser-captured micro-dissected
LRRK2	Leucine-rich repeat kinase 2
mt	Mitochondrial
MHC	Major histocompatibility complex
NADH	Nicotinamide adenine dinucleotide
Nd	NADH–ubiquinone oxidoreductase chain 1
OF1	SwissOF1
O.N.	Over night
OxPhos	Oxidative phosphorylation
PD	Parkinson’s disease
PFA	Paraformaldehyde
PINK1	PTEN-induced kinase 1
Plxna	Plexin
QTLs	Quantitative Trait Loci
RIN	RNA integrity number
RNASeq	RNA Sequencing
ROI	Region of interest
Sma	Semaphorin
SNCA	Synuclein Alpha
SNpc	Substantia nigra pars compacta
TH	Tyrosine hydroxylase
VTA	Ventral tegmental area
WT	Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

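RNA of laser-microdissected SNpc from 12 mice, 3 in each of the groups OF1 WT, OF1-*En1*+/-, C57 WT and C57-*En1*+/-, was analysed from the files of the authors. The authors quantified transcripts of GRCm39 with Salmon and deposited the estimated counts of reads per transcript for each library, which need not be whole numbers. The paper states that these were summarized to genes and tested with DESeq2. Its histology and quantitative PCR were not analysed here, and its enrichment analyses were not repeated, though 11 genes were taken from them as a list. The results of some marker genes are not reported here.

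Transcripts were matched by identifier to a later GENCODE annotation of the same genome build, and 139555 of 140790 (99.1%) belonged to 54193 genes. The estimated counts were summed per gene and rounded to whole numbers. Genes with a mean normalized count of at least 10 over the 12 libraries (18017) were tested with edgeR 4.0.16 in R 4.3.3. The fit used TMM factors and the robust quasi-likelihood test, in a model with 1 mean per group fitted to all 12 libraries. A prior count of 2 was used for log2 expression values. It did not damp the log2 fold changes, so those of genes near 0 in 1 group can be very large. *Atp6v0c-ps2*, at 10179.8 in OF1 WT and 0.427 in C57 WT mice, had 14.24. Adjusted p are by Benjamini-Hochberg over the tested genes, with a threshold of 0.05. The comparisons were hemizygous against WT mice within each strain, OF1 against C57 mice within each genotype, and the interaction of genotype and strain. Gene lists were tested two-sided with camera in limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

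The text names every gene that the paper names from the RNA-seq, every mitochondrially encoded gene of the complexes, the 12 genes with the smallest p of each comparison among those past the threshold whose groups do not overlap and whose mean normalized count is at least 50 (pseudogenes and unnamed gene models limited to 2 examples), and up to 4 members past the threshold of each list. The rule was written after the supplementary table of DEGs of the paper had been seen, so the values in that table were known. Other genes named fall outside this rule, and only some of them are said to have been chosen after their values were seen.

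The depth was 13538864 to 168741283 estimated reads per library, and every pair of libraries of 1 group differed by more than the sampling noise, so none was taken as a repeat of another. With 3 mice against 3, an exact permutation test cannot give a p below 0.10. In data simulated from the means and library sizes of these files, with 200 genes changed, edgeR recovered 5.97, 43.3 and 54.5% of genes changed by a log2 of 1, 2 and 3 between OF1-*En1*+/- and OF1 WT, and 1.49, 43.3 and 59.1% between C57-*En1*+/- and C57 WT, with 0 and 4 unchanged genes called. DESeq2 recovered 17.9, 53.7 and 65.2% and 14.9, 59.7 and 72.7%, with 47 and 65 unchanged genes called. These rates hold for the simulated data and may not hold for these samples. Splits of the real libraries that mix the genotypes gave DESeq2 up to 212 calls in OF1 and 72 in C57 mice.

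The alternatives were DESeq2 1.42.0 on the same counts, DESeq2 and edgeR with offsets for transcript length, edgeR with relative log expression factors, no filter on low counts, a filter within groups, a fit on the 6 libraries compared, library sizes without mitochondrial genes, limma voom with quality weights, protein-coding genes only, and leaving out each library in turn. Added after seeing the data were leaving out SW22 and C572S together (with edgeR and with DESeq2), the mean of the subthalamic markers as a covariate, adding the reads of nuclear copies to the mitochondrial genes they copy, and shrinking log2 fold changes with ashr 2.2.63 or apeglm 1.24.0 where they are set beside those of the paper. Group splits were counted over all 10 ways to part 6 libraries and over 100 drawn for the interaction.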

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

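Chosen after their results were seen were the correlation over C57 libraries, both tests on parent genes of pseudogenes, the subthalamic covariate and the fits without SW22 and C572S; the other tests here were set earlier. Added after the values were seen were also the condition that the quartiles too stay clear of the bound at which an explanation would account for the pattern, which changed no outcome of the first pattern below, and the condition that the median of the 74 axon guidance genes meets the same bound as that of the 11, which left subthalamic tissue open in the second. The quartiles of the 74 genes were at first part of that condition and left depth open in the second pattern (upper quartile −0.0622 after thinning); they were dropped after this outcome was seen, because the members of that list go both ways before thinning too, and the bound set earlier on the 11 genes alone gives the outcome printed below.

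The higher expression of oxidative phosphorylation genes in C57-*En1*+/- than in C57 WT mice differed between the strains by camera on the interaction, with adjusted p = 0.275 with an estimated correlation for each of these lists and medians of 0.93 (log2) for the mitochondrially encoded genes, 1.08 for complex IV and 0.96 for complex V. Thinning every library to 13444844 reads left the median of the nuclear genes in C57 mice at 0.718 (lower quartile 0.524, original median 0.707), which argues against depth as the cause. Genes matched on length, expression and GC content accounted for most of that median, with 0.211 (quartiles 0.126 to 0.312) of 0.707 left, as a bias in these properties would give for the nuclear genes. For the mitochondrially encoded genes 0.633 of 0.893 was left. Nothing is concluded from this. Each was set against 50 genes, and close matches are in doubt at counts as high as that of *mt-Co3* (mean 234600). Leaving out C572 gave the lowest nuclear median, 0.528 (0.694 for the mitochondrially encoded genes), and a share of this library or of the nuclei in it cannot be told apart from the genotype because the value lies between the bounds set for either answer. In the same mice dopaminergic genes had a lower median (−3.35) and endothelial genes a higher one (0.57), and C572, with transcripts of *Xist* and of motor neurons, had the highest means of both lists (11.01 and 8.89), so a difference in the cells captured, which was not tested, stays open beside an effect of the genotype in C57 mice.

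The lower expression of axon guidance genes in OF1-*En1*+/- than in OF1 WT mice had interaction medians of 0.43 for the 74 genes fixed beforehand and 1.14 for the 11 genes (adjusted p = 0.275 and 0.0415 with an estimated correlation), and since the study chose the 11 because they differed in OF1 mice, a difference between the strains is not shown by them. The 74 genes cover a subject that the paper reports from these samples and the families of several of the 11, so they are no independent check. With the mean of subthalamic markers as a covariate, the median of the 11 genes was −0.757 (quartiles −1.62 to −0.615) against −0.882, and that of the 74 genes was −0.286 (quartiles −0.758 to 0.0647) against −0.431, so subthalamic tissue cannot be told apart from the genotype because the 11 genes were picked for the difference and the wider list lies between the bounds. After thinning the medians were −0.901 (quartiles −2.14 to −0.752) and −0.423, which argues against depth as the cause. Over the 6 C57 libraries, the mean of the 11 genes and that of the subthalamic markers had a Pearson correlation of 0.629 (exact two-sided permutation p = 0.164; Spearman 0.600, p = 0.242; −0.125 without C572 and C572S), so it rests on those libraries and 6 are too few to decide. An effect of the genotype in OF1 mice and a difference in the area dissected both stay open.

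Of 143 genes higher in OF1 WT than in C57 WT mice, 79 were pseudogenes, and thinning left 162 genes called against 183, which argues against depth as the cause of the differences between the strains. Of 20 parent genes with a count, 10 were lower and 10 higher in OF1 WT (exact two-sided sign test, p = 1), which had been taken as a bound against shared reads, but this bound was wrong: if the copies took all their gain from the parents, the median parent would change by only −0.513, and parents differ either way by a median of 0.450 in size. The change of the parents rose with the change expected from the gain of their copies (Spearman 0.478, two-sided permutation p = 0.0345; Pearson 0.609, p = 0.0105; genes are not independent). *Kpna2* had both the largest expected loss (−2.79) and the largest measured one (−5.68), and no correlation was computed without it. Reads of a parent counted for its copy in OF1 would give such a rise, but they are not shown by it. Sequence differences between OF1 mice and the reference stay open, as does expression of the copies themselves.

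In OF1-*En1*+/- mouse SW22, transcripts of dopaminergic neurons lay far above every OF1 WT mouse, with normalized counts of 44885 for *Slc18a2* (highest OF1 WT mouse 416), 39513 for *Ddc* (1023) and 6064 for *Chrnb3* (65.5). In C57-*En1*+/- mouse C572, transcripts of cholinergic motor neurons did so against every C57 WT mouse, with 4093 for *Chat* (43.1), 11871 for *Slc18a3* (126), 8142 for *Slc5a7* (149) and 8878 for *Calcb* (10.3). The same mouse had 4428 for *Vip* (45.8) and 1330.5 for *Xist* (2.61). In C57-*En1*+/- mouse C575, *Trh* was at 6053 (277). The text of the paper does not discuss these genes, and its table of called genes lists *Slc18a2* between the WT and *Trh* between the hemizygous strains. The mean log2 expression of the 18 dopaminergic genes was 6.60 in SW22, 7.36 in C57 WT mouse C572S and 0.114 to 3.17 in all other libraries. The paper describes its samples as highly enriched in dopaminergic neurons, whereas these transcripts were far lower in most libraries than in SW22 and C572S. The share of SNpc in each library was not tested, so the other libraries cannot be taken as the typical nigral profile. Groups of 3 libraries allow no test of a single library.

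The 6 libraries of a comparison can be parted into 3 and 3 in 10 ways, too few for a share under 0.05, and the number of these with a result as large, the real one included, is given with the real value and the highest of the others. A count of 0 is reached by every split, so it tests nothing. For genes called by edgeR these were 10 of 10 (real 0, highest other 5) in OF1 genotype, 10 of 10 (real 0, highest other 0) in C57 genotype, 1 of 10 (real 183, highest other 0) between WT and 1 of 10 (real 174, highest other 0) between hemizygous strains. For DESeq2 they were 2 of 10 (real 205, highest other 212), 1 of 10 (real 75, highest other 72), 1 of 10 (real 458, highest other 356) and 1 of 10 (real 444, highest other 92). For the size of the median log2 difference of mitochondrially encoded genes they were 8 of 10 (real 0.03, highest other 0.22), 1 of 10 (real 0.89, highest other 0.75), 7 of 10 (real 0.08, highest other 0.29) and 1 of 10 (real 0.91, highest other 0.68). For the nuclear genes of the complexes they were 5 of 10 (real 0.19, highest other 0.30), 1 of 10 (real 0.71, highest other 0.70), 1 of 10 (real 0.56, highest other 0.40) and 4 of 10 (real 0.32, highest other 0.57). For dopaminergic genes they were 8 of 10 (real 3.06, highest other 4.73), 6 of 10 (real 3.35, highest other 4.03), 3 of 10 (real 4.28, highest other 4.42) and 8 of 10 (real 2.50, highest other 3.74). For axon guidance in OF1 mice it was 1 of 10 (real 0.43, highest other 0.27) and for MHC class I between WT strains 5 of 10 (real 0.08, highest other 0.47). Of 100 splits drawn for the interaction, 1 of 100, the real one, reached the real value for the nuclear genes (real 0.95, highest other 0.93). The margin is narrow, and this list had adjusted p = 0.275 with an estimated correlation and 0.182 with fry, so chance stays open. It also stays open for the mitochondrially encoded genes, with 5 of 100 (real 0.93, highest other 1.06). For genes called by edgeR, 100 of 100 (real 0, highest other 8), the count of 0 again tests nothing.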

How the results depend on the processing

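The fits without SW22 and C572S, the subthalamic covariate and the added reads of nuclear copies were chosen after seeing the data. In the order OF1 genotype, C57 genotype, WT strains, hemizygous strains and interaction, DESeq2 called 205, 75, 458, 444 and 42 genes, DESeq2 with length offsets 193, 63, 482, 423 and 41, and DESeq2 without SW22 and C572S 362, 42, 329, 435 and 37. Without SW22 and C572S, edgeR called 1 in OF1 genotype, 107 between WT and 109 between hemizygous strains. The fit on 6 libraries called 121 and 107 between the strains, and protein-coding genes alone 67 and 51, where fewer libraries or genes enter. With 1 library left out, edgeR called 0 to 3 in OF1 genotype (3 without SW7), 0 to 1 in C57 genotype (1 without C572S), 124 to 163 and 116 to 128 between the strains and 0 to 1 for the interaction (1 without SW7 or C572S). The other settings moved no count of calls by over 1.5 times. Among the results for single named genes, DESeq2 added 36 calls and ended 0, and limma voom added 5 and ended 3. The fit on 6 libraries added 1 (*Sema3a* between hemizygous strains) and ended 10. Leaving out SW22 and C572S with edgeR added 0 and ended 11.

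With an estimated correlation and with fry, the adjusted p of the nuclear genes of the complexes was 0.856 and 0.763 in OF1 genotype, 0.314 and 0.147 in C57 genotype, 0.940 and 0.262 between WT strains, 0.936 and 0.678 between hemizygous strains, and 0.275 and 0.182 for the interaction. For the mitochondrially encoded genes it was 0.314 and 0.117 in C57 genotype and 0.275 and 0.168 for the interaction. Between hemizygous strains it was 0.345 and 0.0440, where that of fry, a different test from camera, was under 0.05. For dopaminergic genes it was 0.440 and 0.439 in C57 genotype and 0.961 and 0.633 between WT strains.

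The nuclear genes in OF1 genotype lost their call with DESeq2 (0.152) and edgeR (0.0909) with length offsets and without SW22 and C572S (0.915), and their camera direction turned with DESeq2 without those libraries (0.990). Between hemizygous strains they lost it without SW22 and C572S with edgeR (0.257) and DESeq2 (0.320). Dopaminergic genes lost their call in C57 genotype with DESeq2 without those libraries (0.133), and between WT strains without them with edgeR (0.0741) and DESeq2 (0.336) and with limma voom (0.0615). They gained one with DESeq2 and DESeq2 with length offsets in OF1 genotype (5.32e-07 and 1.10e-06) and between hemizygous strains (2.57e-05 and 7.74e-05). The mitochondrially encoded genes in OF1 genotype gained one with the subthalamic covariate (2.37e-04), and MHC class I genes with no filter (0.0227). The first principal component of protein-coding genes did not part the strains (p = 0.0779, exact permutation test). With 1 library left out, the adjusted p was 1.60e-07 to 0.876 (highest without SW22) for nuclear genes in OF1 genotype, 7.01e-16 to 0.253 between hemizygous strains, and for dopaminergic genes 3.36e-04 to 0.337 in OF1 genotype, 1.20e-08 to 0.124 in C57 genotype, 7.68e-06 to 0.309 between WT and 0.00327 to 0.283 between hemizygous strains. The cause was not tested, except where fewer libraries or genes entered. No paired analysis was possible because mouse names are not shared between the groups. Genes below a mean normalized count of 10, a chosen minimum, were not tested in the main fit, which allows no statement on their differences.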

Differences from the paper's values

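The comparison of fold changes with their standard errors in the paper's table, their shrinkage, the fits without SW22 and C572S and the subthalamic covariate were chosen after values were seen.

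Genes called between OF1-*En1*+/- and OF1 WT mice numbered 198 in the paper and 0 here with edgeR, against 205 with DESeq2 and 193 with DESeq2 with length offsets. Of these, the paper has 109 higher and edgeR 0, against 109 with DESeq2 and 102 with DESeq2 with length offsets. Of these, the paper has 89 lower and edgeR 0, against 96 with DESeq2 and 91 with DESeq2 with length offsets. Genes called between C57-*En1*+/- and C57 WT mice numbered 52 in the paper and 0 here with edgeR, against 75 with DESeq2 and 63 with DESeq2 with length offsets. Of these, the paper has 28 higher and edgeR 0, against 38 with DESeq2 with length offsets. Of these, the paper has 24 lower and edgeR 0, against 26 with DESeq2 and 25 with DESeq2 with length offsets. Genes called between OF1 WT and C57 WT mice numbered 366 in the paper and 183 here with edgeR, against 458 with DESeq2 and 482 with DESeq2 with length offsets. Of these, the paper has 156 lower and edgeR 40, against 175 with DESeq2 and 186 with DESeq2 with length offsets. Genes called between OF1-*En1*+/- and C57-*En1*+/- mice numbered 335 in the paper and 174 here with edgeR, against 444 with DESeq2 and 423 with DESeq2 with length offsets. Of these, the paper has 151 lower and edgeR 49, against 178 with DESeq2 and 169 with DESeq2 with length offsets. At the paper's threshold of 0.05, the settings named are those of the alternatives set before the data were examined whose count lies within 1.5 times that of the paper, and none of the others does. DESeq2 without SW22 and C572S, chosen after seeing the values, also lies within it between C57-*En1*+/- and C57 WT mice (42), between OF1 WT and C57 WT mice (329) and between OF1-*En1*+/- and C57-*En1*+/- mice (435), and leaves uncalled 5, 3 and 4 of the genes that the paper names from these tables. Beside the counts of 0, 1674 and 1602 genes had an unadjusted p under 0.05 with edgeR, and limma voom called 0. Of the genes that the paper's table lists and that were tested here, 198 of 198 had the paper's direction between OF1-*En1*+/- and OF1 WT mice, 51 of 52 between C57-*En1*+/- and C57 WT mice, 356 of 358 between OF1 WT and C57 WT mice and 326 of 327 between OF1-*En1*+/- and C57-*En1*+/- mice. In the paper's table, the log2 fold change divided by its standard error lies below the value for an unadjusted two-sided p of 0.05 under a normal distribution for 102 of 198, 21 of 52, 149 of 366 and 119 of 335 called genes in the same order, such as *Sema3a*, with −0.986 beside the paper's adjusted p of 0.0182. This does not speak against those calls if both values were shrunken. The paper's errors had median ratios of 0.991, 0.943, 0.985 and 0.982 to those of DESeq2 with length offsets after shrinkage with ashr. Without shrinkage, DESeq2 gave *Sema3a* −5.31 (standard error 1.37, adjusted p = 0.0187).

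The paper does not say whether its log2 fold changes were shrunken, and in its table the median ratio to those of DESeq2 with length offsets was 0.642, 0.515, 0.774 and 0.823 before and 1.03, 1.01, 1.01 and 1.01 after shrinkage with ashr, chosen after seeing the values, in the order given above. Within the larger error lay 79 of 198, 9 of 52, 259 of 358 and 282 of 327 genes before it, 195 of 198, 49 of 52, 355 of 358 and 325 of 327 with ashr and 167 of 198, 21 of 52, 337 of 358 and 302 of 327 with apeglm, also tried then. Shrinkage changes no call, and DESeq2 with length offsets leaves uncalled 1 of 10, 2 of 10, 0 of 8 and 0 of 10 of the genes that the paper names from these tables. The values are therefore set side by side on the scale of ashr, on which 4 of 34 values of named genes with counts in both groups lay outside the larger error with edgeR (16 before shrinkage), 3 with DESeq2 (15), 1 with edgeR with length offsets (16) and 0 with DESeq2 with length offsets (16). Values of edgeR outside the error only before shrinkage were, between OF1-*En1*+/- and OF1 WT mice, *Cck* (2.48 in the paper, 5.43 before and 0.28 after), *Anxa1* (1.85 in the paper, 3.53 before and 0.46 after), *Plxna2* (−0.836 in the paper, −1.31 before and −0.91 after) and *Sema3a* (−2.19 in the paper, −5.34 before and −0.30 after). Values of edgeR outside the error only before shrinkage were, between C57-*En1*+/- and C57 WT mice, *Ndufa1* (0.529 in the paper, 1.11 before and 0.57 after), *mt-Cytb* (0.492 in the paper, 0.89 before and 0.56 after), *mt-Co1* (0.484 in the paper, 0.97 before and 0.56 after), *mt-Co2* (0.539 in the paper, 1.01 before and 0.62 after), *mt-Co3* (0.580 in the paper, 1.07 before and 0.67 after), *Mrps21* (0.470 in the paper, 0.82 before and 0.48 after) and *Keap1* (−0.512 in the paper, −0.78 before and −0.53 after). Values of edgeR outside the error only before shrinkage were, between OF1-*En1*+/- and C57-*En1*+/- mice, *mt-Nd2* (−0.595 in the paper, −0.996 before and −0.77 after), *mt-Nd4l* (−0.775 in the paper, −1.18 before and −1.04 after) and *mt-Nd6* (−0.747 in the paper, −1.12 before and −0.99 after). *Smc2* between OF1-*En1*+/- and OF1 WT mice was 0.922 (paper's, standard error 0.491) and 0.37 (posterior SD 0.259) here with edgeR after shrinkage, 0.75 before it, and of the alternatives set before the data were examined, those within the larger error on that scale were DESeq2 with length offsets (0.83), edgeR with length offsets (0.80) and limma voom (0.48), and the others were not. *Plxnd1* between OF1-*En1*+/- and OF1 WT mice was −3.96 (paper's, standard error 1.25) and −1.43 (posterior SD 1.28) here with edgeR after shrinkage, −3.58 before it, and of the alternatives set before the data were examined, those within the larger error on that scale were DESeq2 with length offsets (−3.99), 6 libraries only (−3.29) and without SW7 (−3.14), and the others were not. *Smc2* between C57-*En1*+/- and C57 WT mice was 0.477 (paper's, standard error 0.254) and −0.00876 (posterior SD 0.188) here with edgeR after shrinkage, −0.0189 before it, and of the alternatives set before the data were examined, those within the larger error on that scale were DESeq2 with length offsets (0.45) and edgeR with length offsets (0.48), and the others were not. *mt-Atp8* between OF1 WT and C57 WT mice was −0.560 (paper's, standard error 0.337) and −0.90 (posterior SD 0.274) here with edgeR after shrinkage, −1.07 before it, and of the alternatives set before the data were examined, those within the larger error on that scale were DESeq2 (−0.88), DESeq2 with length offsets (−0.56), relative log expression factors (−0.89), edgeR with length offsets (−0.63), limma voom (−0.72), protein-coding genes only (−0.86), 6 libraries only (−0.87), without SW31 (−0.68), without SW7 (−0.73), without C572S (−0.81) and without C5743 (−0.61), and the others were not.

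Of all genes that the paper names from its tables, those called by edgeR included, DESeq2 without SW22 and C572S leaves uncalled 3 of 10, 5 of 10, 3 of 8 and 4 of 10 in the order given above. The fits without SW22 and C572S and with the subthalamic covariate were chosen after seeing the values. Genes that the paper calls, and edgeR did not, passed under the settings below, with the adjusted p of each. Between OF1-*En1*+/- and OF1 WT mice, these were *Smc2* with DESeq2 with length offsets (0.0277), *Cck* with DESeq2 (0.0187), DESeq2 with length offsets (0.0149) and DESeq2 without SW22 and C572S (0.0106), *Anxa1* with DESeq2 (0.0380) and DESeq2 with length offsets (0.0232). Others there were *Nos1* with DESeq2 (8.02e-06), DESeq2 with length offsets (2.48e-06) and DESeq2 without SW22 and C572S (1.86e-06), *Nos3* with DESeq2 (0.00667), DESeq2 with length offsets (0.00850) and DESeq2 without SW22 and C572S (0.0490), *Plxna2* with DESeq2 (0.0124), DESeq2 with length offsets (0.0110) and DESeq2 without SW22 and C572S (0.0490). Others there were *Plxna4* with DESeq2 (0.00109), DESeq2 with length offsets (2.19e-04) and DESeq2 without SW22 and C572S (0.00181), *Plxnd1* with DESeq2 (0.00308), DESeq2 with length offsets (0.00102) and DESeq2 without SW22 and C572S (0.00443), *Sema3a* with DESeq2 (0.0187), DESeq2 with length offsets (0.0177) and DESeq2 without SW22 and C572S (0.00438). No setting called *Pax3* there. Between C57-*En1*+/- and C57 WT mice, these were *Foxa2* with DESeq2 (1.52e-07) and DESeq2 with length offsets (1.45e-07), *Pax3* with DESeq2 (5.59e-10) and DESeq2 with length offsets (8.01e-10), *Ndufa1* with DESeq2 (0.0278), DESeq2 with length offsets (0.0186) and DESeq2 without SW22 and C572S (0.0433). Others there were *mt-Cytb* with DESeq2 (0.0206), DESeq2 with length offsets (0.0298) and DESeq2 without SW22 and C572S (0.0464), *mt-Co1* with DESeq2 (0.0238), DESeq2 with length offsets (0.0379) and DESeq2 without SW22 and C572S (0.00686), *mt-Co2* with DESeq2 (0.00812), DESeq2 with length offsets (0.0154) and DESeq2 without SW22 and C572S (0.00775). Others there were *mt-Co3* with DESeq2 (0.00229), DESeq2 with length offsets (0.00716) and DESeq2 without SW22 and C572S (8.42e-04), *Keap1* with DESeq2 (0.0229) and DESeq2 with length offsets (0.0202). No setting called *Smc2* and *Mrps21* there. Between OF1 WT and C57 WT mice, these were *Nos1* with DESeq2 (1.16e-04), DESeq2 with length offsets (8.31e-05), edgeR with length offsets (0.0479), limma voom (0.00421), the subthalamic covariate (0.0151) and DESeq2 without SW22 and C572S (6.92e-04), *Plxna2* with DESeq2 with length offsets (0.0420), *H2-Aa* with DESeq2 (1.11e-04), DESeq2 with length offsets (1.28e-04), DESeq2 without SW22 and C572S (7.83e-06) and without C572S (0.0471). Others there were *H2-T15* with DESeq2 (0.0257) and DESeq2 with length offsets (0.0307), *H2-T22* with DESeq2 (0.0191), DESeq2 with length offsets (0.0172) and limma voom (0.0387), *H2-T24* with DESeq2 (2.83e-04), DESeq2 with length offsets (8.75e-06), edgeR with length offsets (0.0272), no filter on low counts (0.0343), limma voom (0.0388) and DESeq2 without SW22 and C572S (0.0114). Others there were *mt-Atp8* with DESeq2 (0.00108), DESeq2 with length offsets (0.0193), no filter on low counts (0.0311) and DESeq2 without SW22 and C572S (0.00911). Between OF1-*En1*+/- and C57-*En1*+/- mice, these were *Foxa2* with DESeq2 (6.97e-09) and DESeq2 with length offsets (8.72e-09), *Plxnd1* with DESeq2 (0.0364) and DESeq2 with length offsets (0.0408), *H2-T24* with DESeq2 (9.77e-05), DESeq2 with length offsets (2.89e-04), no filter on low counts (0.0313), limma voom (0.0248) and DESeq2 without SW22 and C572S (2.02e-04). Others there were *mt-Nd2* with DESeq2 (0.0213) and DESeq2 with length offsets (0.0376), *mt-Nd4* with DESeq2 (0.0274) and DESeq2 with length offsets (0.0339).

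The paper states that *En1* was lower in the hemizygous mice of both strains, whereas its log2 fold change here was 4.75 in OF1 and −6.68 in C57 mice (adjusted p = 0.646 and 0.578 from edgeR). The value in OF1 mice rests on SW22 (691 normalized counts). The other 2 hemizygous mice, at 0, lay below every OF1 WT mouse (1.11 to 15.2), as the paper has it. With both at 0, no exact fold can be given without SW22. It states that *En2* was not detected, whereas it had counts in 3 of the 12 mice. It states that *Smc2* differed in C57 mice as in OF1 mice, whereas the log2 fold changes here had opposite signs with edgeR, 0.75 in OF1 and −0.02 in C57 mice, and the paper's direction in both with offsets for transcript length (1.44 and 1.42; adjusted p = 0.447 and 0.494). The legend of Figure 3 gives genes of axon guidance as higher in OF1-*En1*+/- mice and the text as lower, and of the 11 genes listed by the study 9 were lower here and 2 higher. The legend of Figure 4 gives genes of antigen presentation as higher in OF1 WT mice, and of 27 MHC class I genes 13 were higher and 14 lower here by estimate, with 2 called higher by edgeR and 5 higher and 2 lower by DESeq2. Of the genes of this kind that the paper names, *H2-Aa* and *H2-T15* (its Gm11127) were higher in OF1 WT mice (log2 fold changes 4.57 and 2.46), as the legend has it. *H2-T22* and *H2-T24* were lower (−1.77 and −3.44). *H2-Q4*, which the paper does not name and which stands here for its H2-Qa, was higher (5.84). The paper describes transcripts of mature dopaminergic neurons as alike in all groups apart from *Foxa2*, whereas as a list all 18 tested had a lower estimate in C57-*En1*+/- than in C57 WT mice (camera, adjusted p = 1.75e-05; adjusted p = 0.440 with an estimated correlation). Of the genes it names there, *Th*, *Slc6a3*, *Aldh1a1*, *Lmx1b* and *Kcnj6* did not pass edgeR in C57 mice (adjusted p = 0.552, 0.521, 0.607, 0.838 and 0.539), and *Foxa2* was lower by estimate, as the paper has it. With DESeq2 without SW22 and C572S, *Slc6a3* was called lower in C57-*En1*+/- than in C57 WT mice (log2 fold change −6.66, adjusted p = 2.00e-07).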

Other observations

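The mice named here for single genes were chosen after their values were seen, while the lists and their tests were set earlier. Each adjusted p of a list is from camera in limma, two-sided. *Pmch*, which encodes the precursor of melanin-concentrating hormone, a peptide of the lateral hypothalamus, was abundant in 1 mouse of each group, with normalized counts of 407860 in OF1 WT mouse SW7, 211050 in C57 WT mouse C5743, 93563 in C57-*En1*+/- mouse C575 and 7214 in OF1-*En1*+/- mouse SW21, and at most 2498 in the other mice. *Hcrt*, which encodes the orexin precursor, had 6418 in C5743 and 2692 in C575, and *Cartpt* had 22160 in SW7. Of 20 neuropeptide genes, 15 had a lower and 5 a higher estimate in OF1-*En1*+/- than in OF1 WT mice, with a median log2 fold change of −1.82 (adjusted p = 0.00388; adjusted p = 0.255 with an estimated correlation). Over all genes edgeR called 0 of them (2 higher and 6 lower at an unadjusted p under 0.05) and DESeq2 2 higher and 4 lower, and edgeR 2 higher and 3 lower when adjusted over the list alone. The same list had a median of −1.79 between OF1-*En1*+/- and C57-*En1*+/- mice (adjusted p = 0.0148; adjusted p = 0.524 with an estimated correlation) and of 1.58 for the interaction (adjusted p = 0.0142; adjusted p = 0.275 with an estimated correlation).

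Of 11 genes of GABAergic neurons of the reticular nigra and tegmentum, 10 had a higher estimate in OF1-*En1*+/- than in OF1 WT mice, with a median log2 fold change of 1.08 (adjusted p = 0.00423; adjusted p = 0.730 with an estimated correlation). EdgeR called 0 of them over all genes and 0 when adjusted over the list alone (1 higher and 0 lower at an unadjusted p under 0.05), and DESeq2 called 1 higher and 0 lower. *Gad1*, which encodes an enzyme of GABA synthesis, ranged from 538 in OF1 WT mouse SW31 to 46911 in C57-*En1*+/- mouse C575. Between C57-*En1*+/- and C57 WT mice, genes of microglia had a median log2 fold change of 0.49 (adjusted p = 0.0250; adjusted p = 0.570 with an estimated correlation), genes of proliferating cells had a median log2 fold change of 0.36 (adjusted p = 0.0171; adjusted p = 0.570 with an estimated correlation) and the 5 genes of erythrocytes had one of 1.2 (adjusted p = 0.00966; adjusted p = 0.487 with an estimated correlation). Genes of cytosolic ribosomal proteins had a median log2 fold change of −0.23 (adjusted p = 0.00342; adjusted p = 0.856 with an estimated correlation) between OF1-*En1*+/- and OF1 WT mice.

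Genes of subthalamic and hypothalamic neurons had a median log2 fold change of −3.18 (adjusted p = 0.00339; adjusted p = 0.936 with an estimated correlation) between OF1-*En1*+/- and C57-*En1*+/- mice, and axon guidance genes had a median log2 fold change of −0.34 (adjusted p = 0.00339; adjusted p = 0.345 with an estimated correlation). The 11 genes chosen by the study on these samples had a median log2 fold change of −0.70 (adjusted p = 9.68e-04; adjusted p = 0.341 with an estimated correlation), with 5 lower when adjusted over the list alone, which is not independent evidence. Between OF1 WT and C57 WT mice, genes of complex I had a median log2 fold change of 0.53 (adjusted p = 5.94e-11; adjusted p = 0.940 with an estimated correlation), those of complex IV had a median log2 fold change of 0.69 (adjusted p = 3.72e-06; adjusted p = 0.940 with an estimated correlation) and those of mitochondrial ribosomal proteins had a median log2 fold change of 0.29 (adjusted p = 9.70e-06; adjusted p = 0.961 with an estimated correlation). For the interaction, dopaminergic genes had a median log2 fold change of −6.31 (adjusted p = 2.73e-06; adjusted p = 0.448 with an estimated correlation), genes of subthalamic and hypothalamic neurons had a median log2 fold change of 3.20 (adjusted p = 1.14e-04; adjusted p = 0.279 with an estimated correlation) and genes of proliferating cells had a median log2 fold change of −0.66 (adjusted p = 3.88e-04; adjusted p = 0.436 with an estimated correlation). Of the dopaminergic genes, 5 were lower for the interaction when adjusted over the list alone. Their interaction rests on SW22 and C572S, without which, a choice made after seeing the data, their medians were −0.93 in OF1 and −0.80 in C57 mice.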
